# Genome sequencing and transcriptome analysis of *Trichoderma reesei* QM9978 strain reveals a distal chromosome translocation to be responsible for loss of *vib1* expression and loss of cellulase induction

**DOI:** 10.1186/s13068-017-0897-7

**Published:** 2017-09-07

**Authors:** Christa Ivanova, Jonas Ramoni, Thiziri Aouam, Alexa Frischmann, Bernhard Seiboth, Scott E. Baker, Stéphane Le Crom, Sophie Lemoine, Antoine Margeot, Frédérique Bidard

**Keywords:** *Trichoderma reesei*, Genome analysis, Transcriptome, *vib1*, Cellulase production, Promoter, Translocation

## Abstract

**Background:**

The hydrolysis of biomass to simple sugars used for the production of biofuels in biorefineries requires the action of cellulolytic enzyme mixtures. During the last 50 years, the ascomycete *Trichoderma reesei*, the main source of industrial cellulase and hemicellulase cocktails, has been subjected to several rounds of classical mutagenesis with the aim to obtain higher production levels. During these random genetic events, strains unable to produce cellulases were generated. Here, whole genome sequencing and transcriptomic analyses of the cellulase-negative strain QM9978 were used for the identification of mutations underlying this cellulase-negative phenotype.

**Results:**

Sequence comparison of the cellulase-negative strain QM9978 to the reference strain QM6a identified a total of 43 mutations, of which 33 were located either close to or in coding regions. From those, we identified 23 single-nucleotide variants, nine InDels, and one translocation. The translocation occurred between chromosomes V and VII, is located upstream of the putative transcription factor *vib1*, and abolishes its expression in QM9978 as detected during the transcriptomic analyses. Ectopic expression of *vib1* under the control of its native promoter as well as overexpression of *vib1* under the control of a strong constitutive promoter restored cellulase expression in QM9978, thus confirming that the translocation event is the reason for the cellulase-negative phenotype. Gene deletion of *vib1* in the moderate producer strain QM9414 and in the high producer strain Rut-C30 reduced cellulase expression in both cases. Overexpression of *vib1* in QM9414 and Rut-C30 had no effect on cellulase production, most likely because *vib1* is already expressed at an optimal level under normal conditions.

**Conclusion:**

We were able to establish a link between a chromosomal translocation in QM9978 and the cellulase-negative phenotype of the strain. We identified the transcription factor *vib1* as a key regulator of cellulases in *T. reesei* whose expression is absent in QM9978. We propose that in *T. reesei*, as in *Neurospora crassa*, *vib1* is involved in cellulase induction, although the exact mechanism remains to be elucidated. The data presented here show an example of a combined genome sequencing and transcriptomic approach to explain a specific trait, in this case the QM9978 cellulase-negative phenotype, and how it helps to better understand the mechanisms during cellulase gene regulation. When focusing on mutations on the single base-pair level, changes on the chromosome level can be easily overlooked and through this work we provide an example that stresses the importance of the big picture of the genomic landscape during analysis of sequencing data.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-017-0897-7) contains supplementary material, which is available to authorized users.

## Background

In order to bypass the current dependence on fossil resources and to reduce carbon dioxide emissions, cellulosic and hemicellulosic polymers are considered as environmentally clean and renewable energy sources and are used for the production of bioethanol and platform chemicals. Lignocellulosic material as found in agricultural crop residues, grasses, and wood must undergo physical and chemical pre-treatment before fermentable sugars can be released by the action of cellulosic enzymes. The production costs of those enzyme cocktails are still very high and present a limiting factor in the production of second-generation biofuels [1].

*Trichoderma reesei*, a filamentous fungus naturally found growing on decaying wood, is well known for its high capacity to secrete large amounts of cellulolytic enzymes and some strains are commonly used as industrial protein production hosts [2, 3]. All *T. reesei* mutants which are currently used for industrial enzyme production or academic research originate from a single wild-type strain (QM6a) isolated on the Solomon Islands during the second world war due to its capability to degrade the cotton fabric of tents of the US army troops stationed there [4]. The strain was part of the US Army Quartermaster (QM) culture collection, and its cellulase system has been characterized over several decades [5]. During the first oil crisis in the 1970s, improved *T. reesei* strains were chosen for industrial enzyme production [5–7].

Since then, different mutagenesis programs have produced several strain lineages of *T. reesei*, some with higher enzyme production capabilities and some with lower or absent cellulase production [8] (Fig. 1). Most notably, the strain lineage developed at the Rutgers University in the 1970s produced strain Rut-C30, with the highest cellulase production levels available for academic research [7]. Strains QM9414 and QM9978 are both a product of mutagenesis programs at the US Army Natick laboratories. Whereas QM9414 serves as a common reference strain due to its moderately improved cellulase production, QM9978, QM9979, and QM9136 have cellulase-negative phenotypes providing an opportunity for understanding the mechanisms underlying cellulase regulation [9]. Indeed, the genetic causes leading to cellulase overproduction remain relatively uncharacterized. Only a few examples exist where a specific genetic change could be linked to an improved or decreased cellulase production [8, 10–16]. Whole genome sequence analysis of several strains has contributed to the understanding of the involved mechanisms [13, 14, 16–18] (Fig. 1).

**Fig. 1:**
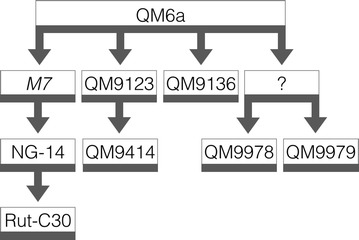
Pedigree of the *T. reesei* strain QM9978 and its relationship to the wild-type isolate QM6a. The progeny of the original isolate QM6a was derived by classical mutagenesis using UV light, irradiation by linear particle accelerators, and/or *N*-methyl-*N′*-nitro-*N*-nitrosoguanidine (NTG). Strain M7 is indicated in* italics*, as it is no longer available. Strains QM9136, QM9978, and QM9979 are deficient in cellulase production. Sequence analysis identified QM9978 to originate from a strain that is unknown. It is therefore pictured with a question mark

In this work, we chose the strain QM9978 as a model to understand cellulase production as it is a cellulase-negative strain and the cause for it was yet unknown.

Earlier studies on strain QM9978 suggested that there is a defect in the cellulase induction process but not in the basal expression of cellulase genes [9]. The uptake of cellobiose and sophorose is not affected suggesting that its cellulase-negative phenotype is most likely a result of a defective component specifically involved in the regulation of cellulase expression rather than during induction [19]. Another study using gene expression analysis of QM9414 and QM9978 on sophorose performed by the rapid subtraction hybridization (RaSH) method led to the identification of 18 differentially expressed genes, among which was the homologue of the *N. crassa* clock modulator *vivid*, the translation elongation factor 1α, and the transcriptional activator Hap1 [20]. Phenotypically, QM9978 forms less conidia than QM6a when grown on potato dextrose agar (PDA), fails to produce sufficient cellulases on any tested medium, and shows no growth when cultivated in liquid medium with cellulose as the sole carbon source [9, 20, 21] (Fig. 2).

**Fig. 2:**
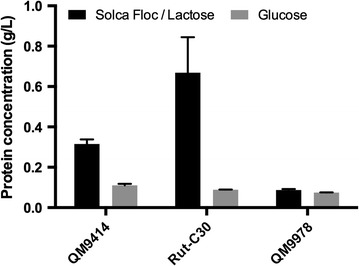
Extracellular protein production in the reference strains QM9414, Rut-C30, and QM9978. Protein concentration in the supernatant was determined from cultures on liquid minimal medium supplemented with 10 g/L Solka-floc cellulose/lactose or glucose. Supernatant was harvested after 3 days and analyzed by the Lowry method using BSA as a standard. Data of two biological and three technical replicates are shown

In an effort to identify new components of the cellulase gene regulation network of *T. reesei*, we used a whole genome sequencing and transcriptomic analysis approach comparing the cellulase-negative strain QM9978 to the wild-type strain QM6a. We show that—among a few other mutations that were unlikely to have a significant impact on cellulase formation—this strain contains a chromosomal translocation upstream of the promoter region of the *N. crassa* homologue *vib*-*1* (vegetative incompatibility blocked) and that *vib1* expression in QM9978 is absent. The cellulase production in this strain can be restored by introduction of an additional *vib1* copy and by *vib1* overexpression. We further investigated the role of *vib1* in the improved cellulase producer strains QM9414 and Rut-C30 and show that cellulase gene regulation in the three strains follows different regulatory pathways.

## Results

### Genome analysis of QM9978

To identify the genetic differences between QM6a and QM9978 leading to the cellulase-negative phenotype, we performed whole-genome high-throughput Illumina sequencing of QM9978 (for details, see “Methods” section). The comparative sequence analysis identified a total of 43 mutations in QM9978, of which 33 were found in the coding region of genes or in the assumed promoter (800 bp upstream) or terminator (200 bp downstream) region. Of those, 23 were characterized as SNVs (single-nucleotide variants), eight as InDels (small insertions and deletions), and two as deletions with 7 and 47 bp missing, respectively (Table 1). They were located on 22 different scaffolds. The number of mutations in QM9978 is about three times higher than in QM9136, another QM6a derivative cellulase-negative strain used for the study of the cellulolytic system of *T. reesei* [18] (Fig. 1). Whole genome sequence analysis of QM9136 identified a truncation in the major cellulase regulator *xyr1* to be responsible for the cellulase-negative phenotype of this strain [18]. The gene encoding *xyr1* in QM9978 is intact, and therefore another cause must exist for its disability to degrade cellulose.

**Table 1:** Mutations found in *T. reesei* QM9978 compared to WT QM6a

SNP_id	Mutation	Event	Position	Transcript	Element	Annotation
1_2509832	SNV	A > G		Trire2:119839	Intron	Putative cyanamide hydratase
1_753158	SNV	T > G		Trire2:21170	Intron	Putative 40S ribosomal protein S12
1_753159	SNV	C > T		Trire2:119626	Prom	Putative 40S ribosomal protein S22
1_96633	Transloc	t(1;16)(96,633;631,551)		Trire2:54675	Upstream	Putative transcription factor VIB1
10_21554	InDel	−1:G	+1671	Trire2:121962	Exon	Blue-light regulator 1 BRL1
11_325040	SNV	G > C	+583	Trire2:4231	Exon	Putative siderophore regulation protein
12_146369	InDel	−1:T		Trire2:108419	Prom	Putative protein of unknown function
12_146369	InDel	−1:T		Trire2:122376	Prom	Putative protein of unknown function
12_778518	SNV	T > C		Trire2:108592	Intron	Putative leucine aminopeptidase
12_842068	SNV	G > A	+776	Trire2:79153	Exon	Putative 5-oxoprolinase OXP1
13_429746	SNV	G > A		Trire2:79300	Intron	Putative sphingolipid long chain base-responsive protein
13_839848	SNV	T > C		No		
14_189528	InDel	1:A		Trire2:79485	Term	Putative peptide *N*-glycanase degradation
15_427120	SNV	C > G		Trire2:4767	Prom	Putative biotin synthase
16_631551	Transloc	t(1;16)(96,633;631,551)		Trire2:80028	Upstream	Putative ABC transporter
17_646809	SNV	G > T		Trire2:65965	Prom	Putative S-adenosyl-l-methionine-dependent methyltransferase
20_145726	SNV	T > C	+293	Trire2:55671	Exon	Putative NAD(P)-binding Rossmann-fold domain protein
2_618372	SNV	C > T	+2098	Trire2:66913	Exon	Putative phosphatidylinositol 3-kinase
24_496758	InDel	−1:G		Trire2:123658	Intron	Putative guanylate-binding domain protein
26_169591	SNV	CG > AC	+2901	Trire2:51893	Exon	Putative lipid body protein ppoC
26_331506	SNV	G > A		Trire2:68803	Term	Putative RTA-1 domain protein
28_280867	InDel	−1:T		No		
29_224118	SNV	T > C		No		
3_1061204	InDel	−7:ATATCAT		No		
3_1353739	SNV	G > A	+635	Trire2:104458	Exon	Putative protein of unknown function
31_146257	SNV	A > G	+427	Trire2:69881	Exon	Putative pyoverdine/dityrosine biosynthesis protein
33_52840	InDel	−1:T		No		
37_85324	SNV	G > A		Trire2:124181	Intron	Putative DML1 protein
4_1236402	SNV	A > T		No		
4_1680892	SNV	G > A	+127	Trire2:41761	Exon	Putative vacuolar iron transporter
4_890445	SNV	A > T		Trire2:75921	Prom	Putative tRNA-dihydrouridine synthase 1
4_890446	SNV	A > T		Trire2:75921	Prom	Putative tRNA-dihydrouridine synthase 1
43_42477	SNV	G > A	+1144	Trire2:6057	Exon	Putative ubiquinol cytochrome-c reductase assembly protein
6_289426	SNV	G > T		No		
6_289431	SNV	C > G		No		
6_622255	SNV	G > C		Trire2:105968	Prom	Putative PcbC family protein
8_1174800	InDel	−7:GGAGGTC		Trire2:39911	Intron	Putative S-adenosylmethionine-homocysteine methyltransferase
8_1290905	InDel	−1:A	+452	Trire2:47897	Exon	Putative ABC transporter
9_1123734	SNV	G > T		No		
9_223955	InDel	−1:A		Trire2:77836	Prom	Putative protein of unknown function
9_475049	InDel	−1:G		No		

The SNP_id number gives the position on the scaffold as obtained by Illumina sequencing. The presented transcript ID corresponds to the protein ID in the JGI database (http://genome.jgi.doe.gov)

*Trichoderma reesei* QM9123 was, until now, commonly believed to be the parental strain of QM9978. Since the genome sequence of QM9123 was published in 2010, we performed a comparison to QM9978 and showed that none of the 20 mutations identified in QM9123 is shared by QM9978 [16]. We therefore exclude the possibility that QM9123 is the parental strain of QM9978 and present an up-dated version of the *T. reesei* strain lineage in Fig. 1. No detailed record on the generation of the strain QM9978 and the closely related strain QM9979, which is also cellulase negative, exists, but we assume that the high number of mutations is a result of two or more subsequent mutagenesis events. Sequence comparison of QM9978 to QM9979 showed common mutations between those two strains indicating that they originate from the same parental strain (F.B., personal communication). Compared to high cellulase producer strains like *T. reesei* NG14 (one InDel, 78 SNVs, and nine large structural variations) and Rut-C30 (one deletion, two InDels, and 106 SNVs additional to NG14), the number of mutations is comparably low, probably because of alternative mutagenesis methods, and number and severity of treatments [14, 16, 17, 22].

From the 19 genes where a mutation occurred in the coding region, only the role of the blue-light receptor BLR1 in cellulase regulation has been studied in detail. Although BLR1 and BLR2 are the key regulators of the blue-light response in fungi and conidiation, it was shown that *blr1* is not essential for cellulase expression [23] (Table 1).

Our research focused on the identified deletions and those mutations were subsequently verified by PCR analysis using primers flanking the deleted fragment. For two predicted deletions (on scaffold 1 and scaffold 16), we could not confirm the results obtained by Illumina sequencing as no PCR product was obtained. The recent genome assembly of *T. reesei* using chromosomal contact data in a computational approach identified scaffolds 1 and 16 to be located on chromosomes number five and seven, respectively [24–26]. Upon close examination of our sequencing data using the Integrative genome viewer program (http://software.broadinstitute.org/software/igv/) combined with the information on the Joint Genome Institute homepage (http://genome.jgi.doe.gov), it appeared that what we originally believed to be a deletion event could in reality be a translocation resulting from a chromosome break 1095 bp upstream of the ATG start codon of Trire2:54675 located on chromosome VII (Fig. 3a). To verify this hypothesis, we designed oligonucleotides flanking the assumed DNA break. Only PCRs with the primer combination 80028_MutaC_R and 54675_MutaC_R binding on the two different chromosomes resulted in an amplicon (Fig. 3b). Sequencing of this amplicon identified the region where the DNA breaks occurred. As a result from the translocation, the gene Trire2:37262 (a putative ubiquitin-protein ligase) upstream from Trire2:54675 on chromosome VII is replaced by Trire2:80028, a putative ABC transporter on chromosome V (Fig. 3b).

**Fig. 3:**
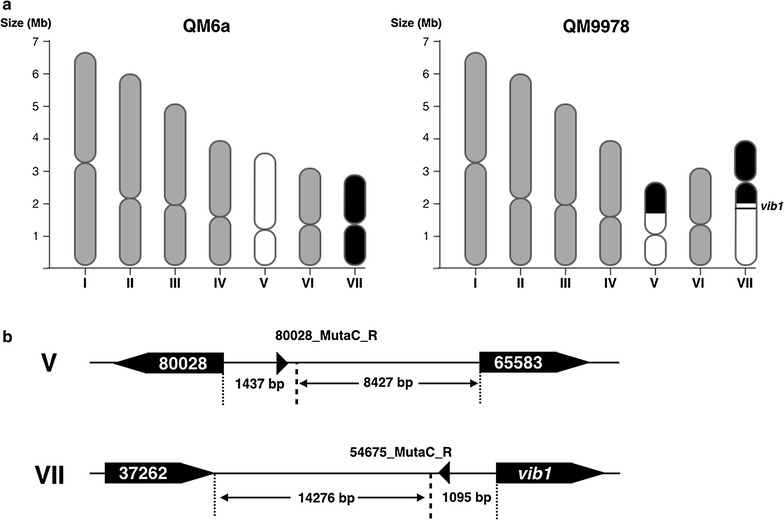
Analysis of the chromosomal translocation in *T. reesei* QM9978. **a** Schematic depiction of the seven chromosomes in *T. reesei* QM6a and QM9978 showing the translocation. **b** Verification of the translocation by PCR was performed with oligonucleotides 800_MutaC_R and 54675_MutaC_R binding outside of the DNA break. The resulting DNA-fragment was analyzed by Sanger sequencing in order to identify the exact translocation point

### Gene expression profiling in *T. reesei* QM9978

Changes in gene expression between QM9978 and QM6a were analyzed in order to define the impact of mutations at the transcriptional level. 

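RNA-seq counts were analyzed for 12 samples, made up of 2 strains, 3 time points and 2 cultures (A and B) per strain and time point. QM6a is the wild-type isolate and served as the reference, and QM9978 is the cellulase-negative mutant. For each sample, the authors deposited the number of alignments counted on the exons of each of 9129 genes on 72 scaffolds of version 2 of the T. reesei genome, without normalization. The same files gave the fraction of the counted reads that each gene took and the number of its exon bases that no read covered. The authors used only the first read of each 50-bp pair, removed reads that matched the genome more than once and did not separate the strands, so that reads from overlapping genes on opposite strands could not be told apart. Between 22731579 and 32349212 reads per QM6a sample were counted on genes, with a median of 26773081. In QM9978, the totals lay between 13534046 and 28124488, with a median of 24606470, and the lowest belonged to culture A at 48 h. In units of 1000000 reads, the mean over all samples was 25.25 ± 5.12 counts (SD, n = 12). The paper's reported depth of 52 ± 10 in the same units is for reads that passed the quality filter, before mapping and counting, and the values given here rest on the counts. The 10 genes with the most counts took between 9.37% and 17.24% of a sample's counts. Cultures A and B of the same strain and time point differed by more than sampling noise in each of the 6 groups, with chi-square values between 37.08 and 295.8 per degree of freedom, so that no library was taken to be present 2 times. Pearson's r of log2 CPM across genes, which are not independent replicates, lay between 0.9817 and 0.9947 within the groups.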

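The time point of each sample was described in 2 places, by a code in the sample's name and by a growth condition. Both gave the same time for all 6 QM9978 samples and for 2 of the QM6a samples. For the other 4 QM6a samples the descriptions differed. Culture A coded as 24 h was described as 0 h, and culture A coded as 48 h was described as 24 h. Culture B coded as 0 h was described as 24 h, and culture B coded as 24 h was described as 48 h. The codes were used, because the paper states that 2 biological replicates were sampled at each of the 3 time points, whereas by the growth conditions culture A would have been sampled 2 times at 0 h and never at 48 h, and culture B never at 0 h. This choice was made before the counts were seen, and values under the growth conditions are given beside the results. Normalized counts were counts divided by the size factors of the median-of-ratios method that DESeq uses, which lay between 0.509 and 1.356. All 6 groups were fitted together with edgeR's quasi-likelihood test on the 8562 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment within each comparison. Genes were called DE by the paper's thresholds, an absolute log2 ratio of at least 2 with an adjusted p under 0.001. With 2 cultures per group, an exact permutation test of one group against another cannot give a p under 0.333, so the spread was estimated across all genes and groups. Adding the culture letter to the model as a replicate block gave 547 DE genes in at least 1 time point against 513 without it. The letters are those of the sample names. On average, samples with the same letter did not deviate together strongly. The mean correlation of their deviations was 0.032 over 6 pairs within a strain and 0.034 over 9 pairs between the strains. Single pairs lay between -0.36 and 0.451 within a strain and between -0.36 and 0.553 between the strains. The highest value was that of QM6a and QM9978 at 24 h.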

Strains were grown on d-glucose for approximately 24 h until the carbon source was depleted from the medium (less than 3 g/L glucose remaining). Then, a lactose pulse of 10 g/L was added to the medium as lactose is known to be a strong inducer of cellulases [27]. Total RNA of two biological replicates was extracted at three different time points: 0 h (after carbon source depletion and before lactose addition), 24 and 48 h after the lactose pulse. Statistical treatments and differential analyses were performed using DESeq 1.8.3. A threshold of two for the log2 ratios with an adjusted *p* value <0.001 was used to identify genes differentially expressed (DE). Gene functions were identified by the aid of a manually annotated *T. reesei* genome database proprietary to IFPEN.

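The comparison of QM9978 with QM6a gave 269 DE genes at 0 h, 316 at 24 h and 278 at 48 h. In total, 513 of the 8562 genes tested were DE in at least 1 time point by edgeR's quasi-likelihood test. Of these, 122 were DE only at 0 h, 70 only at 24 h and 63 only at 48 h. A further 111 genes were DE at both 24 h and 48 h but not at 0 h. The total depended on the time points assigned to QM6a and on the test. It fell to 69 genes when the QM6a samples were grouped by growth condition, which mixes cultures coded for different time points, and rose to 700 genes with DESeq2 in place of edgeR. With one sample left out at a time, between 376 and 604 genes passed. When time was ignored and the 6 samples of each strain were compared, so that the time labels had no part in the result, 163 genes passed, of which 118 were lower and 45 were higher in QM9978. Samples of the same culture at different times were treated as independent in this comparison.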

Comparison of the gene expression in QM9978 to QM6a identified a total of 785 genes differentially expressed (DE) in at least one time point. The number of down-regulated genes slightly increases during the time course, whereas the number of up-regulated genes remains stable. 

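The number of down-regulated genes was 182 at 0 h, 204 at 24 h and 176 at 48 h. The number of up-regulated genes was 87 at 0 h, 112 at 24 h and 102 at 48 h. With DESeq2, which called more genes, 230 genes were down-regulated at 0 h, 267 at 24 h and 257 at 48 h, and the number of up-regulated genes was 143, 151 and 150 at these time points. Leaving out one of the 4 samples of a comparison moved the number of down-regulated genes to between 128 and 200 at 0 h, to between 72 and 158 at 24 h and to between 63 and 152 at 48 h. At 24 h and 48 h these ranges lay wholly below the counts from all samples, so they reflect the loss of a sample as well as differences between cultures. They do not measure the spread of the counts, and a trend over time was neither shown nor excluded. When the QM6a samples were grouped by growth condition, the number of down-regulated genes was 22 at 0 h, 26 at 24 h and 38 at 48 h, and the number of up-regulated genes was 8, 12 and 16.

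**Figure D1:**
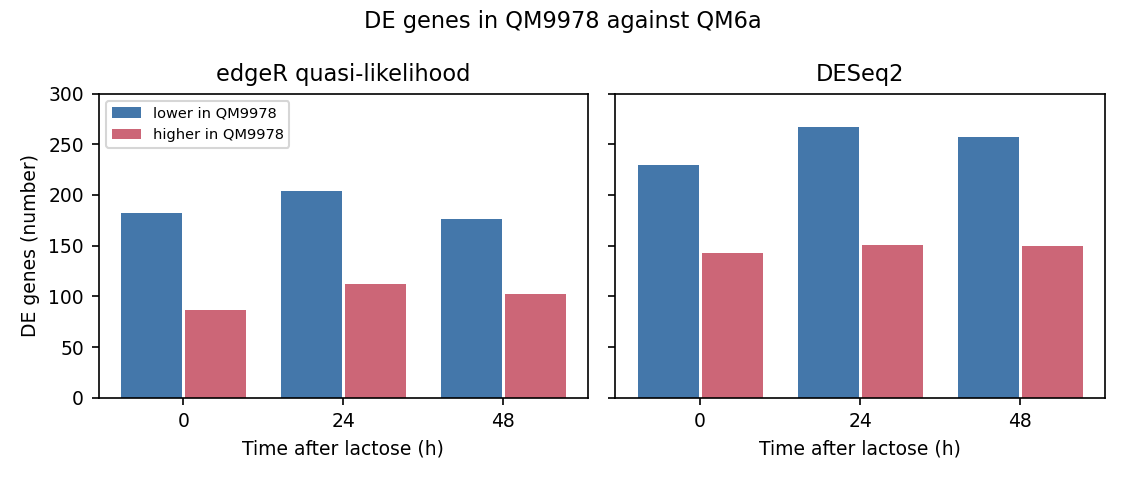
Number of DE genes in QM9978 against QM6a by time after the lactose pulse in hours, with edgeR's quasi-likelihood test on the left and DESeq2 on the right. Bars give genes lower in QM9978 and genes higher in QM9978, from 2 cultures per strain and time point, and the bars for lower genes are the taller ones at each time point.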

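Down-regulated genes made up 67.7% of the DE genes at 0 h, 64.6% at 24 h and 63.3% at 48 h. Of the 513 genes that were DE in at least 1 time point, 310 were only down-regulated, 200 were only up-regulated, and 3 were down-regulated at one time point and up-regulated at another. Down-regulated genes outnumbered up-regulated genes by a ratio of 2.092 at 0 h, 1.821 at 24 h and 1.725 at 48 h. After all samples were thinned at random to the lowest depth, 13534046 counts, the ratios were 2 at 0 h, 1.902 at 24 h and 1.74 at 48 h. When counts were scaled to the reference genes tef1 (ID123902) and sar1 (ID61470), they were 2.615, 2.615 and 2.909. Leaving out one culture changed the balance as well, although down-regulated genes stayed in excess in all 4 such fits at each time point. At 0 h, 200 genes were down-regulated and 43 up-regulated without culture B of QM6a, against 157 and 147 without culture A of QM9978. At 24 h, the numbers were 72 and 71 without culture A of QM9978, and at 48 h they were 63 and 54 without culture B of QM9978.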

Interestingly, DE genes are mainly down-regulated, meaning their expression is lower in QM9978 then in QM6a. 

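All 30 genes listed in Table 1 were found in the count files, and 29 of them passed the filter on low counts. Of these, 4 were DE in at least 1 time point, namely ID51893, vib1 (ID54675), ID68803 and ID122376. At the share of DE genes among all genes tested, 1.74 would have been found among these 29 genes (Fisher's exact test, p = 0.092), so that an excess of DE genes among the mutated genes was not resolved. The log2 ratios of the 25 genes that were tested and not DE lay between -1.28 and 2.03. The gene at the upper end was ID108419, with a log2 ratio of 2.03 at 0 h (standard error 0.33, adjusted p = 0.001011 from edgeR's quasi-likelihood test), just short of the threshold of 0.001. With DESeq2, this gene passed as well (adjusted p = 1.4e-07), which made 5 DE genes in Table 1. Grouping the QM6a samples by growth condition left 3.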

We compared the gene expression data with our sequencing results and identified five DE genes, which were affected by mutations. The genes were characterized by homology search using the NCBI BLASTp tool (https://blast.ncbi.nlm.nih.gov/Blast.cgi) and the Joint Genome Institute genomics resource database (http://genome.jgi.doe.gov). The annotation was additionally verified manually using the FUNGIpath database (http://embg.igmors.u-psud.fr/fungipath/). This way we identified ID51893—an orthologue of the lipid body protein ppoC (*A. nidulans*) involved in coordinating sexual and asexual sporulation [28], ID54675—a homologue of the transcription factor *vib*-*1* involved in vegetative incompatibility and cellulose utilization in *N. crassa* [29], ID68803—a predicted RTA1-domain protein, and ID108418 and ID122376—two hypothetical proteins of unknown function.

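The 5 genes differed in direction and timing. ID51893, with a mutation in an exon, had 232.4 ± 23.7 normalized counts (SD, n = 2) in QM9978 and 11014.2 ± 5579.2 (SD, n = 2) in QM6a at 0 h, a log2 ratio of -5.57 (standard error 0.37, adjusted p = 2.6e-06 from edgeR's quasi-likelihood test). After the lactose pulse it rose in QM9978 to 6747.7 ± 79.5 normalized counts (SD, n = 2) at 24 h and 12188.5 ± 499.5 (SD, n = 2) at 48 h, and the log2 ratio against QM6a was -1.30 (adjusted p = 0.011) and -0.70 (adjusted p = 0.12), past neither threshold. ID122376, with a mutation in the promoter, was DE at 0 h only, when it was higher in QM9978 (log2 ratio 3.40, standard error 0.31, adjusted p = 2.3e-05). Its normalized counts in QM6a rose from 582.8 ± 129.9 (SD, n = 2) at 0 h to 6577.4 ± 1348.3 (SD, n = 2) at 24 h, whereas in QM9978 they were 6127.4 ± 1588.3 (SD, n = 2) already at 0 h. ID68803, with a mutation in the terminator, was higher in QM9978 at every time point, with log2 ratios of 2.01, 2.69 and 3.15 at 0 h, 24 h and 48 h. vib1 was lower at every time point, with log2 ratios of -7.37, -7.21 and -7.86. ID108418 had few counts, between 6 and 88 per sample. Its log2 ratio was 1.46 at 0 h (standard error 0.49, adjusted p = 0.045), with 29.6 normalized counts in culture A and 81.8 in culture B of QM9978, and it did not pass the thresholds at any time point. Grouping the QM6a samples by growth condition moved ID122376 most, to a log2 ratio of 0.5781 at 0 h (adjusted p = 0.7913 from edgeR), and left ID51893 at -6.2374 (adjusted p = 0.0003878). The files list genes by ID only, and the gene functions are those the paper gives.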

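At all 3 time points, 92 genes were DE, which was 17.93% of the 513 genes that were DE in at least 1 time point. Of these 92 genes, 72 were lower in QM9978 at every time point, 19 were higher at every time point, and 1 changed direction. With DESeq2 in place of edgeR's quasi-likelihood test, 136 genes were DE at all time points, or 19.43% of 700. When only the threshold on the adjusted p was relaxed to 0.05, the number was 163. Grouping the QM6a samples by growth condition gave 19 genes. The number also changed when one sample was left out, and it was lowest without culture B of QM9978 at 48 h.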

From the total of 785 genes, only 153 genes (23%) were DE at all time points. In this gene set, we find 14 glycoside hydrolases (including *cbh2*, *xyn2*, and *agl1*), eight putative transporters (including *crt1*), and four transcription factors including *vib1* (ID54675) and *azf1/sah*-*1* (ID61055) as identified by homology search as described above [30]. 

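Of the transcription factors named, vib1 (ID54675) lies on scaffold 1 from 97734 to 99779 and azf1/sah-1 (ID61055) was found in the same files by its ID. vib1 had a log2 ratio of -7.37 at 0 h (standard error 0.26, adjusted p = 3.2e-08 from edgeR's quasi-likelihood test), -7.21 at 24 h (standard error 0.26, adjusted p = 4.3e-08) and -7.86 at 48 h (standard error 0.28, adjusted p = 2e-08). azf1 had a log2 ratio of -5.52 at 0 h (standard error 0.37, adjusted p = 2.6e-06), -3.25 at 24 h (standard error 0.35, adjusted p = 6.2e-05) and -3.74 at 48 h (standard error 0.40, adjusted p = 5e-05). In QM6a, the normalized counts of azf1 fell from 2489.0 ± 842.8 (SD, n = 2) at 0 h to 373.8 ± 34.6 (SD, n = 2) at 24 h and 286.5 ± 53.6 (SD, n = 2) at 48 h. In QM9978, they were 53.9 ± 27.5 (SD, n = 2), 39.3 ± 5.1 (SD, n = 2) and 21.7 ± 2.6 (SD, n = 2). For both genes, every QM9978 sample lay below every QM6a sample (exact permutation test over 6 against 6 samples, p = 0.0022, the smallest these sample numbers allow). The 6 samples of a strain came from 2 cultures sampled over time, and this test treats them as independent. The call of azf1 depended on the fit and on the time points assigned to QM6a. In a fit restricted to the 4 samples at 0 h, azf1 did not pass (adjusted p = 0.008956 from edgeR). In such fits at 24 h and 48 h it passed. With one sample left out, its log2 ratio lay between -3.3828 and -3.1175 at 24 h. At 48 h it lay between -3.9242 and -3.5372. Its direction and size thus held, but azf1 did not keep the call in every such fit, where a group was left with a single culture. With the samples grouped by growth condition its log2 ratios were -5.0055, -4.7691 and -3.9667, and the adjusted p of 0.02635, 0.0403 and 0.06435 from edgeR no longer passed, while vib1 passed at each time point under that grouping. The glycoside hydrolases and transporters of this gene set could not be counted, because the files hold IDs without gene functions.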

The *N. crassa* homologues of these two transcription factors have been shown to be involved in glucose signaling and to be up-regulated during growth on the silvergrass *Miscanthus* [31]. Of these, 153 genes two are impacted by mutation: *vib1* and the putative RTA1-domain protein (ID68803).

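Among the 30 genes of Table 1, vib1 and ID68803 were the 2 that were DE at all time points. ID68803 had 112.5 ± 10.5 normalized counts (SD, n = 2) in QM6a and 455.3 ± 64.5 (SD, n = 2) in QM9978 at 0 h, a log2 ratio of 2.01 (standard error 0.21, adjusted p = 5.3e-05 from edgeR's quasi-likelihood test). At 24 h it had 86.9 ± 12.7 (SD, n = 2) in QM6a and 560.6 ± 35.2 (SD, n = 2) in QM9978, a log2 ratio of 2.69 (standard error 0.22, adjusted p = 5.9e-06). At 48 h the values were 104.4 ± 5.8 (SD, n = 2) and 929.7 ± 133.4 (SD, n = 2), a log2 ratio of 3.15 (standard error 0.22, adjusted p = 2.8e-06). The gene was thus higher in QM9978, whereas vib1 was lower. All 6 QM9978 samples lay above all 6 QM6a samples for ID68803 (exact permutation test, p = 0.0022, treating samples of a culture as independent). Its log2 ratio at 0 h sat at the threshold of 2. With TMM normalization it was 1.9738, and only vib1 then remained DE at all time points. Without culture B of QM9978 at 0 h it was 1.8625. In a fit restricted to the 4 samples at 0 h it was 2.0103 (adjusted p = 0.01152 from edgeR). With the QM6a samples grouped by growth condition, ID68803 passed at 48 h only. The log2 ratios were then 2.1794, 2.3456 and 3.3186, with adjusted p of 0.001557, 0.001057 and 0.0002407 from edgeR.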

Among the four genes surrounding the translocation on chromosomes V and VII identified during our sequence analysis, only *vib1* and Trire2:80028, a putative ABC transporter whose expression is diminished in QM9978, show altered expression levels (Fig. 3).

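The 4 genes lie on 2 scaffolds of version 2 of the T. reesei genome. On scaffold 1, ID37262 spans 80903 to 82362 and vib1 (ID54675) spans 97734 to 99779, both on the plus strand. On scaffold 16, ID80028 spans 625634 to 630439 on the minus strand and ID65583 spans 640304 to 641877 on the plus strand. vib1 had 3968.8 ± 6.0 normalized counts (SD, n = 2) in QM6a and 23.9 ± 0.4 (SD, n = 2) in QM9978 at 0 h. The values were 3020.5 ± 442.3 and 20.3 ± 0.8 (SD, n = 2 each) at 24 h and 3061.1 ± 453.4 and 14.1 ± 5.1 (SD, n = 2 each) at 48 h. Its log2 ratios between -7.86 and -7.21 passed the thresholds at all 3 time points, with the largest adjusted p being 4.3e-08 (edgeR's quasi-likelihood test).
ID80028 had 143.0 ± 28.4 normalized counts (SD, n = 2) in QM6a and 89.1 ± 7.7 (SD, n = 2) in QM9978 at 0 h, 387.9 ± 50.1 and 160.0 ± 6.5 (SD, n = 2 each) at 24 h, and 399.0 ± 94.8 and 186.8 ± 27.9 (SD, n = 2 each) at 48 h. Its log2 ratio was -0.68 at 0 h (standard error 0.25, adjusted p = 0.064), -1.28 at 24 h (standard error 0.24, adjusted p = 0.003) and -1.09 at 48 h (standard error 0.24, adjusted p = 0.0076) from the same test. At each time point both QM9978 cultures lay below both QM6a cultures, but the gene did not reach the log2 ratio of 2 required of DE genes. Over all samples of each strain, its log2 ratio was -1.093 (adjusted p = 0.0342 from edgeR, treating samples of a culture as independent). When the QM6a samples were grouped by growth condition, the log2 ratio was -1.7208 at 0 h, -0.8762 at 24 h and -0.8697 at 48 h, with no adjusted p under 0.05.
The other 2 genes showed no difference with an adjusted p under 0.05 by this test, although their cultures separated at some time points. Both QM9978 cultures lay below both QM6a cultures for ID65583 at 0 h and 24 h. They lay above both QM6a cultures for ID37262 at 0 h. ID65583 had log2 ratios of -0.34, -0.41 and 0.06 at the 3 time points, with adjusted p of 0.44, 0.38 and 0.90, from 24 to 62 counts per sample, so that only large changes could have been detected. ID37262 had log2 ratios of 0.38, -0.18 and 0.28, with adjusted p of 0.18, 0.57 and 0.33, from 408 to 1496 counts per sample. Among these 4 genes, the paper reports altered expression for vib1 and ID80028 only.

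**Figure D2:**
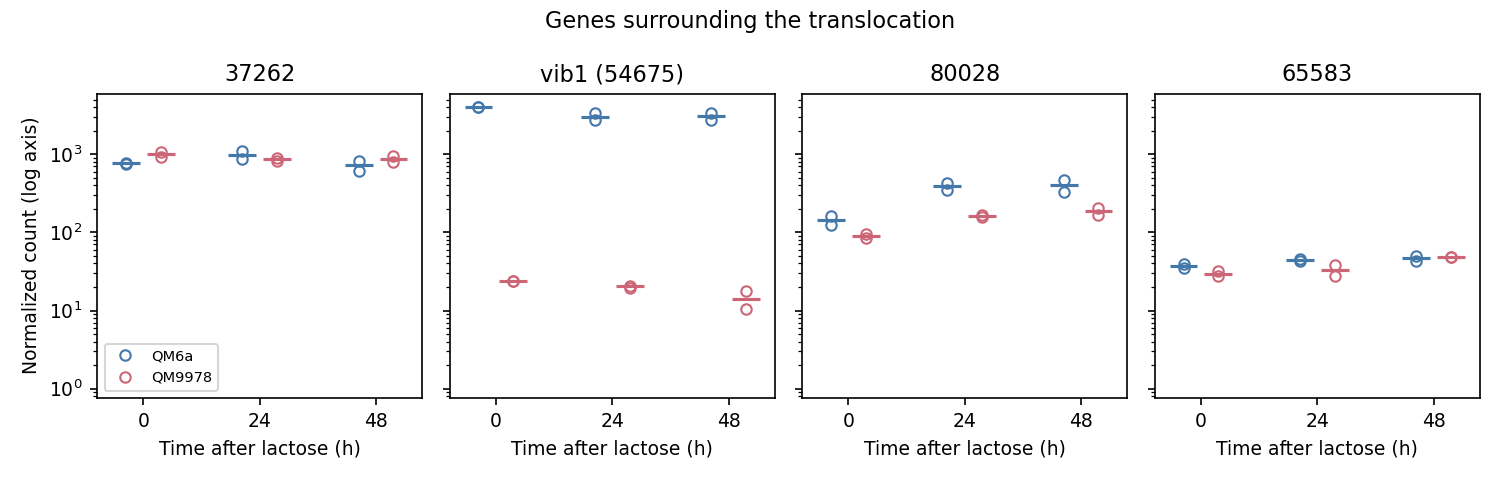
Normalized counts (log axis) of ID37262, vib1, ID80028 and ID65583 by time after the lactose pulse in hours. Circles are single cultures of QM6a and QM9978 and bars are the means of 2 cultures. For vib1, all QM6a samples lie at or above 2707.8 and all QM9978 samples at or below 24.2, while the strains overlap or lie close together for ID37262 and ID65583.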

Blastp analysis showed that *T. reesei vib1* shows 49% similarity to *N. crassa vib*-*1* [29, 32]. Since *N. crassa vib*-*1* has been shown to be essential for cellulase production in *N. crassa*, we investigated whether a link could be established between the translocation, *vib1* expression, and the loss of cellulase production in the QM9978 strain.

### Analysis of the role of *vib1* in cellulase induction

#### Constitutive expression of vib1 restores cellulose utilization in QM9978

To determine whether *vib1* is involved in cellulose deconstruction by *T. reesei*, we constructed a *vib1* overexpression QM9978 strain (QM9978 +*vib1*) by ectopic integration of the gene under the control of the strong constitutive promoter of *T. reesei* glyceraldehyde-3-phosphate dehydrogenase (*gpd*) [33]. For two independent clones, we monitored enzyme production during 4 days using a fast screening assay based on azurine-crosslinked cellulose (AZCL-HE-cellulose) that releases a soluble blue dye into the agar medium after enzymatic hydrolysis by endoglucanases, in which the size of the blue halo on an agar plate corresponds to the amount of secreted cellulases. Plates supplemented with 10 g/L glucose or lactose (for cellulase induction) and 1 g/L AZCL-HE-cellulose were used and the results of one clone per strain are representatively shown in Fig. 4 and Additional file 1: Figure S1. Strain QM9978 failed to secrete a sufficient amount of cellulases on lactose to decompose the AZCL-HE polymer, whereas the agar of the QM9978 +*vib1* strain was stained blue due to enzymatic hydrolysis. To verify that no residual VIB1 activity remains in QM9978, we constructed the *vib1* deletion strain QM9978 −*vib1*. Like QM9978, this strain was unable to decompose AZCL-HE-cellulose, indicating that the mutation in QM9978 equals a null phenotype (Fig. 3).

**Fig. 4:**
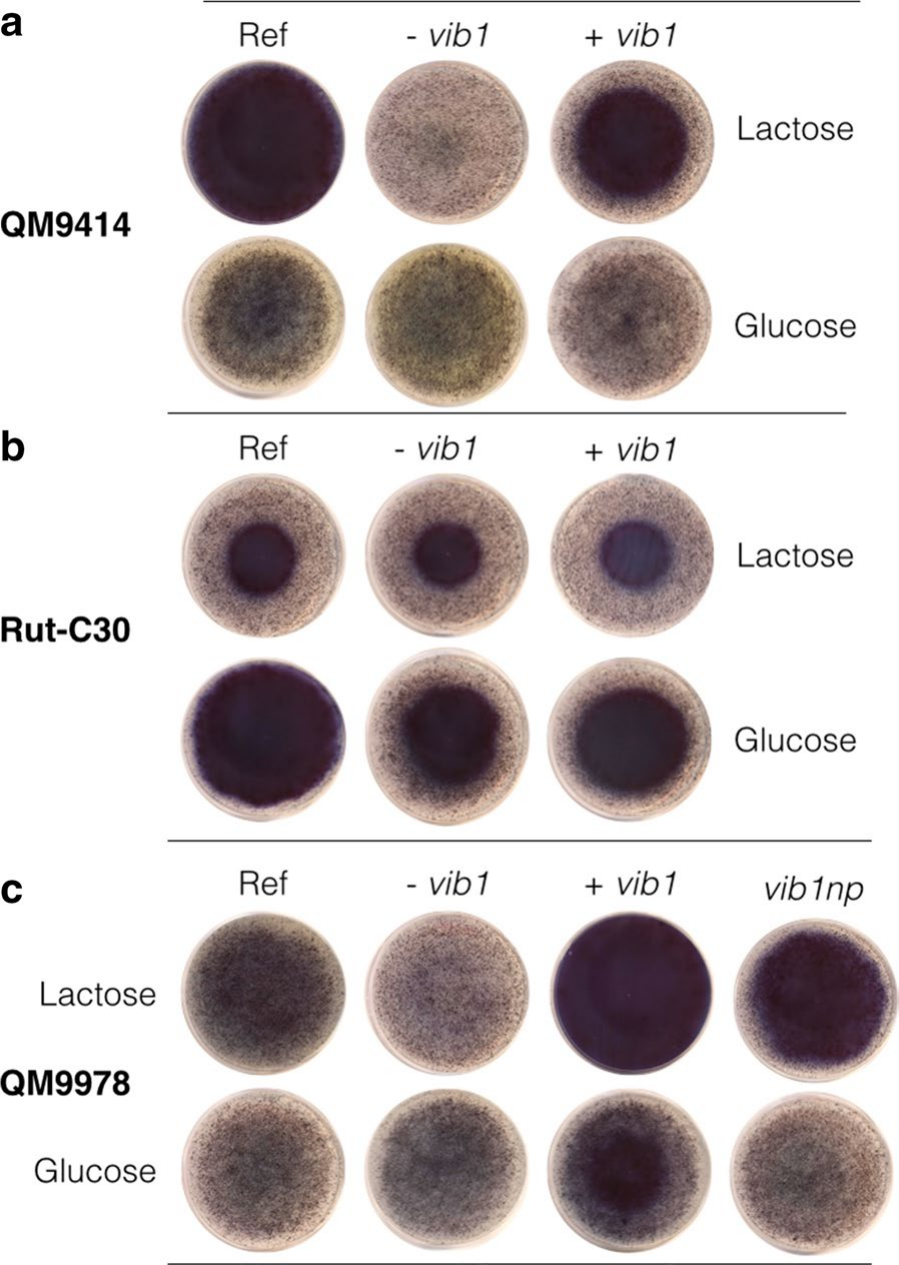
Detection of cellulase production by *vib1* mutants on AZCL-HE-Cellulose. Comparison of *vib1* deletion (−*vib1*) and overexpression *(*+*vib1)* strains of **a** QM9414, **b** Rut-C30, and **c** QM9978 on minimal medium supplemented with glucose or lactose (1% w/v) and AZCL-HE-Cellulose (0,1% w/v). *Blue* halos on the agar plates result from degradation of the AZCL-HE-Cellulose substrate releasing a *blue dye* into the agar. Pictures were taken from the *bottom* side of the plates. The high enzyme production of Rut-C30 on glucose is due to the bigger colony size of this strain on glucose. For a comparison of colony size to enzyme production see Additional file 1: Figure S1, depicting the same plates from above. Pictures were taken after 4 days of incubation. For each strain, two biological replicates (individual clones) were assayed and one is shown representatively

Since the data from the plate assay suggested a strong impact of *vib1* on cellulase production, we produced liquid cultures grown on 10 g/L lactose/Solka-floc (cellulase induction) and on 10 g/L glucose (repression) to determine the protein content in the supernatant and the volumetric enzyme activity (see “Methods” for details on the protocol). Both the extracellular protein concentration and the filter paper activity were found to be significantly increased in strain QM9978 +*vib1* compared to QM9978 (*p* < 0.0001 and *p* < 0.01, respectively) (Fig. 5).

**Fig. 5:**
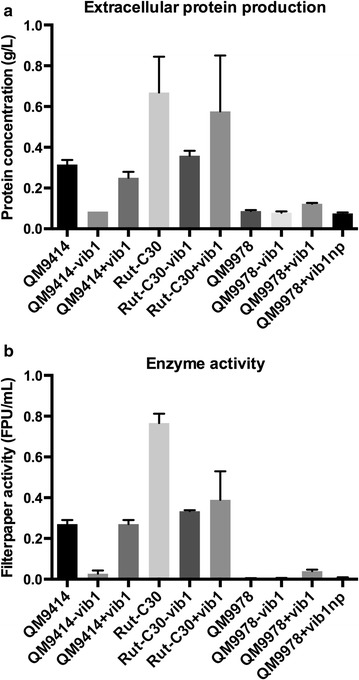
Comparison of extracellular protein production and cellulase activity in *vib1* deletion and overexpression strains. **a** Protein concentration was determined by the Lowry method and is shown for *−/+vib1* strains and their respective reference strains QM9414, Rut-C30, and QM9978 using a BSA standard. **b** Filter paper activity was determined for the same samples, allowing a direct comparison between protein content and enzyme activity in the supernatant. The samples were prepared from liquid minimal medium supplemented with 10 g/L Solka-floc cellulose/lactose as carbon source. Supernatant was harvested after 3 days. Data of two biological and three technical replicates are shown

The translocation in QM9978 occurred 1095 bp upstream of the *vib1* ATG start codon. Therefore, the indicated promoter of approximately 1 kb remains unaffected [34, 35]. To test whether the abolished *vib1* expression in QM9978 is due to the missing 5′ upstream region, we constructed a QM9978 strain expressing *vib1* under the control of 850 bp of its native promoter, ectopically integrated. This allowed us to investigate the role of the 5′ region absent in QM9978, for example, if activator-binding sites were affected. The resulting strain QM9978_*vib1np* had an enzyme secretion capacity comparable to QM9978 +*vib1* on plate test using AZCL-HE-cellulose (Fig. 4). These results were confirmed by real-time qPCR analysis, where we detected a significant accumulation of *cbh1* (*cel7a*) transcript, both for the overexpression strain QM9978 +*vib1* and for QM9978_*vib1np* (Fig. 6a). Expression levels in both strains remained lower compared to strain QM9414, probably due to the fact that strain QM9414 has undergone a different mutagenesis treatment during strain engineering leading to higher expression of *chb1* than a cellulase-restored QM9978 strain.

**Fig. 6:**
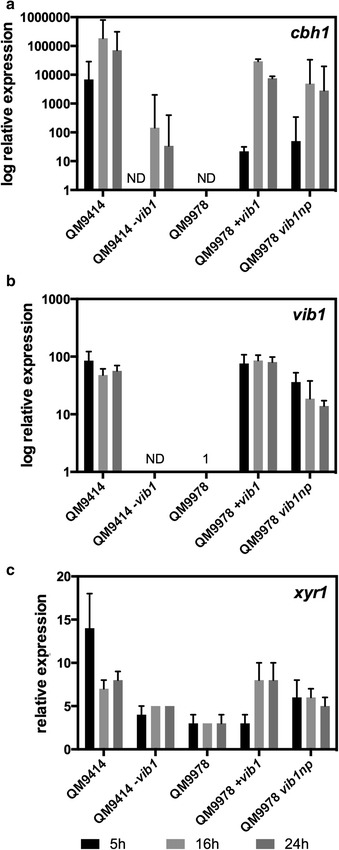
VIB1 is required for cellulase production and signaling. Expression levels for the cellulase gene *cbh1* **a**, the transcription factor *vib1* **b**, and the main positive regulator *xyr1* **c** were assessed in *−/+vib1* strains versus WT after a shift from glycerol to 1% (v/w) lactose. Gene expression levels were measured by relative quantitative PCR using *tef1* and *sar1* as a control and normalized to expression level at time point zero (24 h growth on glycerol) for *cbh1* and *xyr1* or to expression level in QM9978 for *vib1*. Samples were taken 5 h (*black*), 16 h (*light gray*), and 24 h (*dark gray*) after replacement. Mean values ± standard error of triplicate data from two biological replicates are shown. *ND* not detected

Analysis of *vib1* transcription in QM9978 +*vib1* and QM9978_*vib1np* confirmed that *vib1* transcripts were present at levels equivalent to QM9414, a strain with unimpaired *vib1* expression (Fig. 6b).

#### vib1 deletion, but not overexpression, has an effect on cellulase induction in higher producer strains

Strain QM9414 has been extensively used as a reference strain in the literature when comparing different mutations due to its capacity to produce a measurable amount of cellulases (QM6a producing cellulase levels below the detection limit of most assays). In addition to QM9414, we chose strain Rut-C30 as this is the highest enzyme producer strain (reported to produce 30 g/L enzymes, depending on culture conditions) available for public research and is also used in industrial applications [36]. We performed our study in Rut-C30 to show if an industrial strain originating from the Rut lineage can be further improved by *vib1* overexpression.

To gain a better understanding of the role that *vib1* plays in cellulase induction we made use of the different genetic backgrounds of strain QM9414 and Rut-C30 and constructed the strains QM9414 ±*vib1* and Rut-C30 ±*vib1* by deleting *vib1* or ectopically introducing an additional gene copy under the control of the strong constitutive *gpd1* promoter, equivalent to the approach used in QM9978.

Screening on AZCL-HE-Cellulose revealed that *vib1* deletion had a negative effect on cellulase production in QM9414 and Rut-C30, whereas no effects could be observed for the overexpression (Fig. 4). This finding was further confirmed by the measurement of extracellular protein concentration and enzyme activity in liquid culture (minimal media supplemented with Solka-floc and lactose) and reflected in the reduced expression of *cbh1* (*cel7a*) in the *Δvib1* strains (Figs. 5, 6). We therefore conclude that overexpression of *vib1* does not additionally improve cellulase production in those two strains.

Since previous studies have identified XYR1 as a major regulator of cellulase gene expression and *xyr1* deficiency to be linked to a cellulase-negative phenotype [37], we determined *xyr1* transcript levels in the QM9978 and QM9414 strains. Deletion of *vib1* in QM9414 significantly reduced *xyr1* expression, whereas over-/expression of *vib1* increased *xyr1* levels in QM9978 (*p* < 0.001) (Fig. 6c). This finding indicates that XYR1 could function downstream of VIB1 and the reduced *xyr1* expression could contribute to the cellulase-negative phenotype of −*vib1 T. reesei* strains.

## Discussion

The manipulation of *T. reesei* strains by random mutagenesis and subsequent selection procedures has led to the isolation of strains with cellulase production capacities surpassing 100 g/L in industrial culture conditions [38]. The exact identification of the genetic changes that are responsible for the cellulase overproduction relied for a long time on laborious complementation studies, which were not very successful. Advances in high-throughput sequencing and genomic profiling have significantly contributed to a lower cost of these technologies and thus offer a feasible alternative for the identification of mutations [14, 16–18]. Strains obtained by random mutagenesis often contain a multitude of mutations, and genome analysis of QM9978 resulted in the identification of 33 mutations found in the coding region of genes or their promoters, plus four genes found in the region of a chromosomal rearrangement. In order to try and reduce the number of candidate genes responsible for the cellulase-negative phenotype, we combined the genome sequence analysis with a transcriptomic study in cellulase inducing conditions. This tandem approach and clues from existing literature about the role of *N. crassa vib*-*1* in cellulase regulation led us to select *vib1* as the main candidate, despite the fact that the coding region and the close-by intergenic regions of the gene were not affected by the mutagenesis [39]. A sequencing approach alone probably would not have resulted in *vib1* being selected as prime candidate as the identified mutation is far away from the start codon. Considering distal genomic events and combining genome sequencing with a transcriptome analysis seems a robust approach for microbial strain “reverse-engineering.”

Indeed, analysis of the genomic landscape led to the identification of a translocation between chromosomes V and VII. It has been shown that DNA damage such as double-strand breaks can lead to incompletely cleared sites of repair causing gene silencing through epigenetic events [40, 41]. Histone modifications such as methylation, acetylation, or displacement are a common mechanism of gene regulation in filamentous fungi [42]. We speculated that the chromosome break led to histone modifications no longer favoring active transcription, since the translocation took place only 1 kb upstream of the *vib1* start codon. *Vib1* and Trire2:80028, a putative ABC transporter whose expression is also diminished in QM9978 when compared to QM6a, show altered expression levels. The other two genes involved (Trire2:65583 and Trire2:37262) are located at longer distances and therefore may be too far away to see their expression impacted (8427 and 14,276 bp, respectively, as compared to 1095 and 1437 bp). 

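Measured from the breaks given in Table 1, at 96633 on scaffold 1 and 631551 on scaffold 16, the gene models in the files start or end 1101 bp (vib1), 1112 bp (ID80028), 8753 bp (ID65583) and 14271 bp (ID37262) away. These distances run to the ends of the gene models, whereas the distance the paper gives for vib1 is to the start codon. For ID80028 the paper gives a longer distance, 1437 bp, and for ID65583 a shorter one, 8427 bp. Why these differ from the distances here was not tested. The 2 nearer genes had the lower log2 ratios at 24 h, -7.21 for vib1 and -1.28 for ID80028, against -0.41 for ID65583 and -0.18 for ID37262. Within 50 kb of the breaks there were 24 genes on scaffold 1 and 29 on scaffold 16. On scaffold 1, 3 of them were DE in at least 1 time point and on scaffold 16, 2 were. ID73516, which lies 24044 bp from the break on the side of ID37262, was DE at all time points, with a log2 ratio of -4.28 at 24 h (standard error 0.32, adjusted p = 3.6e-06 from edgeR's quasi-likelihood test). ID1679, the gene next to vib1 on the far side of it, lies 5307 bp from the break and had a log2 ratio of 0.3565 at 24 h (adjusted p = 0.3824). On scaffold 16, ID122941 lies 6025 bp from the break, nearer than ID65583. It was DE at 0 h, with a log2 ratio of -2.0276 (adjusted p = 0.0001497 from edgeR). Its log2 ratio was 1.3715 at 24 h and 1.5839 at 48 h, short of the threshold. Among the 4 genes, grouping the QM6a samples by growth condition moved ID80028 most, to -1.7208 at 0 h. From the distances, the paper proposes that ID65583 and ID37262 lie too far from the breaks for their expression to be affected.

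**Figure D3:**
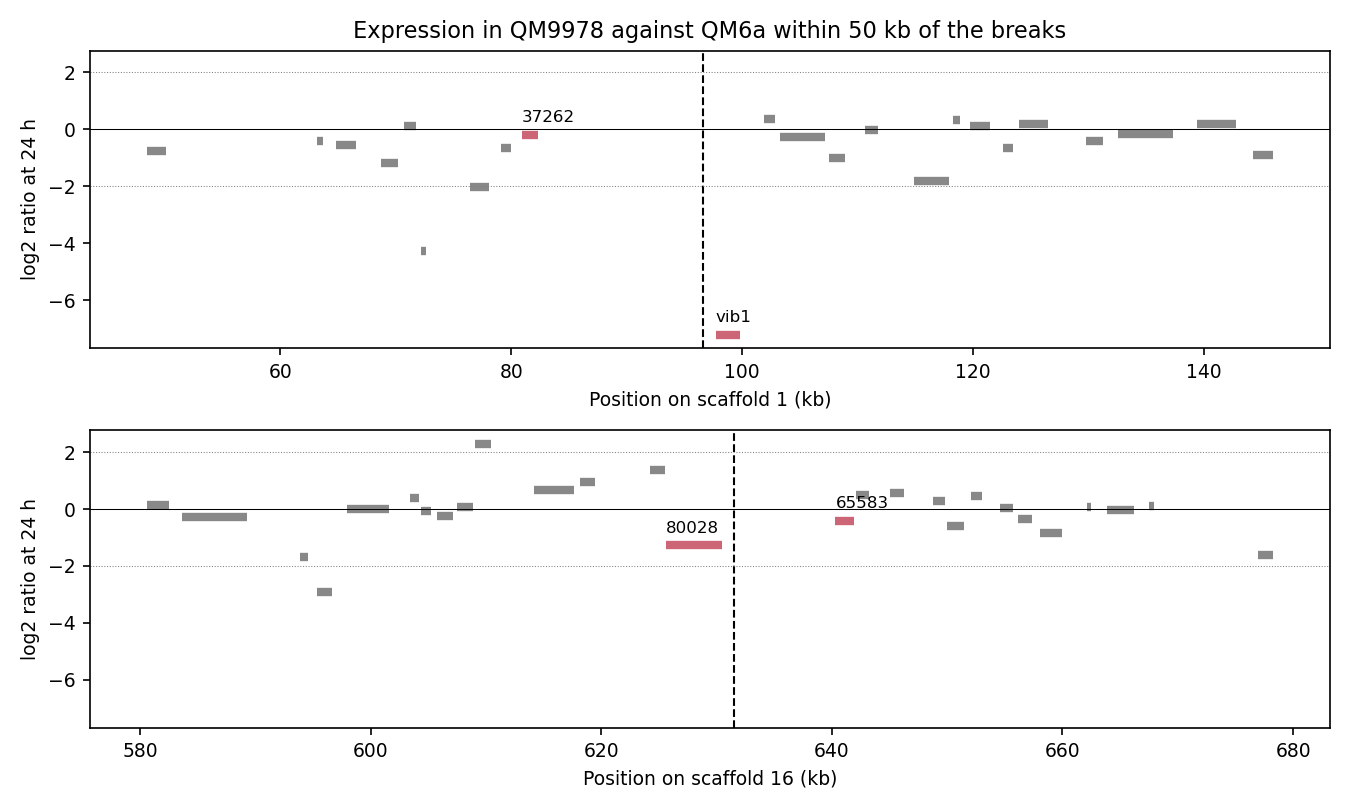
The log2 ratio of QM9978 to QM6a at 24 h for genes within 50 kb of the breaks, by position in kb on scaffold 1 (top) and scaffold 16 (bottom). Each bar spans one gene, the 4 genes the paper discusses are in red, dashed lines mark the breaks, and dotted lines mark log2 ratios of -2 and 2. vib1 is the lowest gene on the map.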

Another explanation would involve the rearrangement of regulator binding sequences (e.g., inhibitors of transcription) in the close proximity of the affected genes, thus having an unfavorable effect on gene expression.

*Vib1* was initially identified in *N. crassa*, where it was shown to be required for vegetative incompatibility [29]. Since then, several studies have shown that *vib1* and its homologs in other organisms are involved in the regulation of a diverse spectrum of metabolic processes including programmed cell death, antifungal compound production, and the response to carbon starvation, among others [43–46]. During a recent screening of a transcription factor deletion library in *N. crassa*, mutants unable to grow on cellulosic biomass were identified. Among them, *vib*-*1* was shown to be essential for cellulose degradation. This finding led us to the assumption that *vib1* may be involved in cellulase regulation in *T. reesei*, and the observed down-regulation in the QM9978 strain could be due to the relatively distal chromosomal translocation identified upstream. To rule out the possibility that the discovered balanced translocation deleted activator-binding sites positioned further upstream and which are required for active transcription of *vib1*, we re-introduced *vib1* +850 bp as promoter sequence, which are not affected by the translocation. Since this approach could restore cellulase production, we conclude that despite a functional promoter and gene, the new genomic environment arising from the rearrangement is responsible for the loss of *vib1* expression, either by epigenetic modifications or through other mechanisms involving, for example, the binding of distal transcriptional repressors.

Overexpression of *vib1* in QM9978 restored enzyme secretion in this strain, and gene deletion in QM9414 abolished cellulase production, confirming that *vib1* is required for cellulose degradation. Gene deletion in the industrial strain Rut-C30 resulted in reduced although not completely abolished cellulase production, indicating that additional factors contribute to cellulase induction, especially since overexpression of *vib1* had no effect on cellulase production for QM9414 and Rut-C30. We therefore conclude that *vib1* is not suitable for the amelioration of hyper-producing strains, as they probably already accumulated other mutations masking the effect of *vib1* overexpression.

The exact role of the different transcription factors in *T. reesei* during cellulase induction is not fully understood yet. Although most of the cellulase genes are regulated in a coordinated way, their relative expression levels differ in higher producers [47]. Overexpression or constitutive activation of *xyr1* lead to a significant elevation/deregulation of xylanase transcription levels and had an impact on cellulase induction in other studies [48, 49].

Our transcriptional analysis showed differential regulation of the main positive regulator *xyr1* depending on *vib1* expression. We observed no significant changes in *xyr1* expression during cultivation on lactose, which is consistent with recent findings where *xyr1* induction does not require metabolism of d-galactose [50, 51]. The significantly reduced expression of *xyr1* in −*vib1* strains could contribute to the cellulase-negative phenotype of QM9978, as *xyr1* deletion has been shown to abolish cellulase induction on cellulose and sophorose and to impair the induction of hemicellulase genes involved in xylan and arabinan degradation in *T. reesei*, *N. crassa*, and *A. niger* [52–54]. Since *xyr1* expression in QM9978 and QM9414 −*vib1* is only reduced and not completely abolished, other factors besides VIB1 must be involved in its regulation and in cellulase gene expression.

A recent model for cellulase regulation in *N. crassa* proposes the involvement of several conserved transcription factors and shows that VIB-1 functions upstream of the inducing signal, repressing CRE1 and COL26 and thus inducing CLR-1 and CLR-2 [39, 55, 56] to promote cellulase production. The *T. reesei* homologue of CLR-2 was found to be significantly up-regulated during growth on lactose but a detailed analysis of its function is still missing [50, 57]. Overexpression of *clr2* in QM9414 has shown that *clr2* (gene 26163 in the respective study) had only a minor effect on cellulase production in *T. reesei*, and a homologue of *clr*-*1*, which is essential for cellulase production on *N. crassa*, is missing in *T. reesei* [13]. BglR, the COL26 homologue of *T. reesei*, was not regulated during growth on lactose in our study, neither in the QM6a wild type nor in QM9978. A recent study identified *col*-*26* to be involved in starch signaling in *N. crassa* but no data are available yet for *T. reesei* [58]. Our transcriptomic analysis showed no difference in *bglR*-expression in strains expressing/not expressing *vib1*. We therefore cannot conclude that *bglR* plays a major role in *vib1* downstream signaling in *T. reesei*. Whether a synergy between *cre1*, *bglR*, and *vib1* exists in *T. reesei*, like it does in *N. crassa,* remains for the moment unclear. Transcriptomic analysis performed previously by our lab on strains NG14 and RUT-C30 shows an enhanced expression of *vib1* in RUT-C30 during growth on lactose [59]. Since the major difference between NG14 and RUT-C30 is a partial deletion of *cre1* in RUT-C30, it may be speculated that in *T. reesei*, contrary to *N. crassa*, *vib1* acts downstream of the inducing signal, which would also explain why *bglR* is not differentially expressed in a *Δvib1* background.

In a study performed by Schmoll et al., 18 genes specifically expressed in QM9978 compared to QM9414 were identified [20]. From those genes, we find six which are differentially expressed in our study. The differences in experimental conditions and reference strains may explain why a different gene set was identified by Schmoll et al. compared to our analysis and why *vib1* was not detected as differentially expressed.

## Conclusions

Our analysis used genomic data in combination with gene expression analysis and revealed a chromosomal recombination event to be responsible for the cellulase-negative phenotype of QM9978. 

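Between 9 and 26 reads per sample were counted on vib1 in the 6 QM9978 samples, against 2551 to 5268 in the 6 QM6a samples. In QM6a, reads covered every exon base of the gene. In QM9978, between 289 and 861 of its 1887 exon bases were covered. At this depth, the remaining counts were above 0 in each QM9978 sample but low. Between 7.6% and 10.9% of all genes had fewer counts per kb than vib1 in the same sample. Across the 6 samples of each strain, regardless of time point, the log2 ratio was -7.416 (standard error 0.228, adjusted p = 7.67e-10 from edgeR's quasi-likelihood test). That fit treats samples of the same culture as independent. The alternative that changed the call was a fit restricted to the 4 samples at 0 h, where the log2 ratio was -7.3701 but the adjusted p rose to 0.001488. From the effects of deleting and overexpressing the gene, the paper concludes that vib1 is needed to degrade cellulose. It reports separately that the gene is not expressed in QM9978.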

We identified VIB1 as a transcription factor required for the degradation of lignocellulosic biomass whose expression is absent in QM9978. Deletion of *vib1* leads to a defect in cellulase production in different improved cellulase producer strains, whereas overexpression had no influence on cellulase expression. These results confirm that *vib1* is an important component of the cellulase regulon in *N. crassa* and *T. reesei*, but the precise function of *vib1* in the regulatory network of *T. reesei* needs to be further examined ([39], this study). However, since straightforward overexpression did not increase the production, a more detailed understanding of the regulatory mechanisms would be required to make this transcription factor interesting for industrial applications by gene engineering strain improvement. Our study demonstrates the importance of studying cellulase-negative strains complementary to high-producing strains for the understanding of the cellulase gene regulation process. It is, to our knowledge, the first report of a distal chromosomal rearrangement in a biotechnology-relevant strain affecting an otherwise intact promoter-gene system, thus provoking a dramatic phenotype. These phenomena should not be overlooked during genome-wide analysis of strains, which often focus on point mutations and InDels.

## Methods

### Fungal strains, culture conditions, and measurement of cellulase formation

*Trichoderma reesei* wild-type strain QM6a (ATCC 13631), the early cellulase producing mutant *T. reesei* QM9414 (ATCC 26921), the cellulase-negative mutant QM9978 (obtained originally from Dr. K.O’ Donnell, U.S. Department of Agriculture, Peoria, IL), and the hypercellulosic strain Rut-C30 (ATCC 56765) were used throughout this study and kept on potato dextrose agar (Sigma, St. Louis, MO) at 30 °C (Additional file 2: Table S1). *T. reesei* was grown in liquid culture in 250-mL Erlenmeyer flasks on a rotary shaker (250 rpm) at 30 °C in 50 mL minimal medium as described [60] using frozen spores as inoculum. Carbon sources used are specified in the legends to the respective figures, and were used as 1% (w/v) in batch cultures. To assess the cellulase formation on different carbon sources using a colorimetric assay based on AZCL-HE-cellulose, strains were grown on minimal medium plates supplemented with 5 g/L of the respective carbon source in addition to AZCL-HE-cellulose (Megazyme International, Ireland) to a concentration of 1 g/L. Determination of protein content in culture supernatants was assessed by the modified Lowry protein assay as described using three biological and at least two technical replicates [61]. Global cellulase activity was measured using the IUPAC standard Filter Paper Assay [62], after a 15-fold miniaturization similar to [63] which allowed working in 2-mL Eppendorf tubes. In order to surround the desired 4% conversion yield, four enzyme dilutions were tested for each sample. This miniaturized protocol was validated by comparison with the standard protocol. Statistical analysis of the results was performed with the Prism GraphPad software (https://www.graphpad.com/scientific-software/prism/).

For transcriptomic studies 50 mL of minimal medium (5 g/L (NH_4_)_2_SO_4_, 5 g/L KH_2_PO_4_, 11.7 g/L trisodium citrate, 0.6 g/L MgSO_4_, 0.6 g CaCl_2_, 20 g/L glucose) were prepared in a 250-mL Erlenmeyer flask. The medium was supplemented with the following trace elements: 0.5 mL/L FeSO4·7H_2_O, 2 mL/L CoCl_2_, 0.16 mL/L MnSO_4_, and 0.14 mL/L ZnSO_4_. Prior to sterilization, the pH of the medium was adjusted to 5.4. Strains QM6a and QM9978 were inoculated in duplicate with approx 10^6^ conidia/mL. Cultivation was carried out at 30 °C at 150 rpm. When the glucose was close to depletion (<3 g/L), 5 mL of a lactose solution was added (25 g/L lactose, 6 g/L (NH_4_)_2_SO_4_, 5 g/L trisodium citrate). Glucose concentration was assessed by enzymatic reaction using an analox glucose analyzer GM10 (Imlab). Extracellular protein concentration was measured against a BSA standard (0–1.5 g/L range with second-order regression) using the Quick Start Bradford Protein Assay kit (Bio-Rad).

To monitor gene expression levels via real-time qPCR, the replacement technique described by Sternberg and Mandels [64] was used: mycelia, grown for 24 h on 1% (w/v) glycerol as the carbon source under otherwise similar conditions as described above, were cautiously filtered through Miracloth (Calbiochem, EMD Biosciences, La Jolla, CA), washed with tap water, and resuspended in minimal medium supplemented with the respective carbon source at 1% (w/v) and the incubation continued for 5, 16, and 24 h. To guarantee equal treatment of the cultures, they were done in parallel and results of three technical replicates were obtained.

*Escherichia coli* NEB 10-beta competent cells (New England Biolabs, France) were used for the propagation of vector molecules and DNA manipulations.

### Vector construction for generation of gene deletion and overexpression mutants

Deletion cassettes consisting of 1–1.5 kb fragments of the gene specific flanking regions interrupted by the hygromycin resistance cassette were assembled by yeast recombinational cloning [50, 65]. Oligonucleotides (10 mM) 5F + 3R and 3F + 3R were used for amplification of the individual flanking regions from genomic *T. reesei* DNA using Phusion polymerase (Thermo Fisher Scientific). Approximately 19 bp that overlap with the pRS426 (URA +) yeast shuttle vector or the *hph* gene were introduced by PCR at each flanking end to allow homologous recombination. The *hph* marker cassette was amplified from pLHhph1 with oligonucleotides hphF and hphR [65]. A PCR touchdown program ranging from 62 to 58 °C for annealing was used for amplification. Oligonucleotide sequences are shown in Additional file 3: Table S2. Yeast transformation was performed as described [66] using the lithium chloride/polyethylene glycol procedure. Yeast strain WW-YH10 (ATCC 208405) was transformed with both flanking regions, the *hph* marker cassette and an* EcoR*I/*Xba*I-digested plasmid pRS426 [67]. Transformants were selected on synthetic complete dropout medium (SC-URA with uracil dropped out). Following total DNA isolation from liquid SC-URA medium, plasmids were introduced into chemically competent NEB 10-beta *E. coli* cells (New England Biolabs) [68]. The outside primers 5F + 3R were used to synthesize the complete deletion cassette from plasmids isolated from *S. cerevisiae*.

For construction of overexpressing strains, the coding region of *vib1* was amplified using oligonucleotides VIB1 for and VIB1 rev and placed under the control of the strong constitutive *gpd* promoter (oligonucleotides promGPD for and PromGPD rev) followed by the *gpd* terminator (termGPD for and termGPD rev) and the *hph* resistance cassette (hph for and hph rev, see Additional file 3: Table S2) all inserted into the *Xba*I/*EcoR*I-linearized plasmid pUC19 yielding plasmid pUC_vib1_OE. Oligonucleotides K7 VIB1 for and K7 VIB1 rev were used to amplify the complete overexpression cassette from pUC_vib1_OE.

For reintroduction of *vib1* under the control of the native promoter into the strain QM9978, the coding region plus approximately 850 bp of the promoter region (after the translocation breakpoint) together with 500 bp of the terminator region were amplified using oligonucleotides VIB1_F and VIB1_R (Additional file 3: Table S2) and introduced in the *Sac*I/*BamH*I-linearized plasmid pLHhph1 using the Gibson Assembly Cloning Kit (New England Biolabs) [65]. Five micrograms of the circular plasmid were used for protoplast transformation of *T. reesei*.

### Transformation of *T. reesei* and analysis of transformants

*Trichoderma reesei* QM9414, QM9978, and Rut-C30 were used for the generation of *vib1* deletion and overexpression strains. Protoplast preparation and transformation were performed as previously described [69]. The deletion cassettes were purified after PCR (QIAquick PCR Purification kit, QIAGEN) and concentrations were determined (Nanodrop Spectrophotometer, Peqlab). After transformation protoplasts were stabilized and regenerated on selection medium supplemented with 100 mg/mL hygromycin B. For sporulation, transformants were transferred to 12-well plates and purified by plating conidiospores onto plates with 0.1% Triton X-100 as colony restrictor. Single colonies were transferred to selective medium and screened for correct integration of the deletion or overexpression cassettes by PCR analysis (primer abbreviated with “ch” in Additional file 3: Table S2). Insertion of the *gpd*-*vib1* overexpression cassette was verified with primer pairs TR46-verif 5′vib1 for + TR47-verif 5′vib1 rev, TR48-verif 3′ vib1 for + TR49-verif 3′vib1 rev, and TR50-verif hph vib1 for + TR51-verif hph vib1 rev amplifying the 5′or 3′ region and the *hph* marker gene, respectively. Three or four independent clones were isolated for each strain construction and analyzed as biological replicates.

### Gene expression analysis by real-time qPCR

DNase treated (DNase I, RNase free; Fermentas) RNA (5 mg) was reverse transcribed with the RevertAidTM First Strand cDNA Kit (Fermentas, Germany) according to the manufacturer’s protocol using a combination (1:1) of the provided oligo-dT and random hexamer primers. All assays were carried out in 96-well plates, which were covered with optical tape, as previously described [70]. Primers, amplification efficiency, and R-square values are given in Additional file 4: Table S3. The amplification efficiency was determined using triplicate reactions from a dilution series of cDNA, and then calculated from the given slopes in the IQ5 Optical system Software v2.0. Expression ratios were calculated using the REST 2009 Software (Quiagen, Germany). All samples were analyzed in two independent experiments with three replicates in each run.

### RNA sample preparation

At each time point, 5 mL culture medium containing mycelia was filtrated on 1.2-µL GF/C glass microfiber membranes and flash frozen in liquid nitrogen. Frozen mycelia were disrupted and homogenized in Lysing Matrix C (Fast RNA Pro Red Kit, MP Bio) in the presence of 700 µL Lysis buffer RLT (RNeasy Mini Kit, Qiagen) complemented with 7 µL of β-mercaptoethanol on a rotor–stator homogenizer (FastPrep, MP Bio, Santa Ana, CA, USA). After centrifugation, the lysate was transferred on a Qiashredder spin column (Qiagen) and centrifuged for 2 min to eliminate all cell debris. The flow-through was then mixed with 0.5 volumes of pure ethanol and transferred to an RNeasy spin column. All further steps, including an on-column DNAse digestion, were realized following the manufacturer’s instructions. RNA quantification was performed with Qubit 2.0 (Life Technologies, Carlsbad, CA, USA). The quantity and quality of the total RNA was determined using a NanoDrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, USA) and by electrophoresis on 1% agarose gel. An additional quality control was performed on the Bioanalyzer 2100 system (Agilent, Santa Clara, USA).

### RNA-seq library preparation and analysis

Library preparation and Illumina sequencing were performed at the Ecole normale superieure genomic platform (Paris, France). Messenger (polyA+) RNAs were purified from 1 µg of total RNA using oligo(dT) primer. Libraries were prepared using the strand non-specific RNA-Seq library preparation TruSeq RNA Sample Prep Kits v1 (Illumina). Libraries were multiplexed by four on one single flowcell lane and subjected to 50-bp paired-end read sequencing on a HiSeq 1500 device. A mean of 52 ± 10 million passing Illumina quality filter reads was obtained for each of all the samples. We performed RNA-seq analysis using the Eoulsan pipeline [71]. Only read 1 was considered for the further analyses. Before mapping, poly N read tails were trimmed, reads ≤11 bases were removed, and reads with quality mean ≤12 were discarded. Reads were then aligned against the *T. reesei genome* (version 2 from the JGI website) using the Bowtie mapper (version 0.12.7) [72]. Alignments from reads matching more than once on the reference genome were removed using Java version of samtools [73]. To compute gene expression, the *T. reesei* genome annotation from JGI (version 2) was used. All overlapping regions between alignments and referenced exons were counted. The sample counts were normalized using DESeq 1.8.3 [74]. Statistical treatments and differential analyses were also performed using DESeq 1.8.3. A threshold of two for the log2 ratios with an adjusted *p* value <0.001 was used to identify genes differentially expressed (DE). Gene functions were identified by the aid of a manually annotated *T. reesei* genome database proprietary to IFPEN.

The RNA-Seq gene expression data and raw fastq files are available at the GEO repository (http://www.ncbi.nlm.nih.gov.gate1.inist.fr/geo/) under Accession Number GSE89199.

### Illumina genome sequencing of *T. reesei* QM9978

Chromosomal DNA from *T. reesei* QM9978 was prepared as previously described [14]. Fragment libraries were prepared according to the TruSeq^®^ DNA Sample Preparation Guide from Illumina (http://www.illumina.com). These libraries were then loaded onto the cluster generation station for single-molecule bridge amplification using the Standard Cluster Generation kit from Illumina. The slide with amplified clusters was then subjected to sequencing on the Illumina Genome Analyser I (GAI) for single reads using the 36 cycle Sequencing Kit version 1 from Illumina.

The whole genome sequence of *T. reesei* QM9978 will be deposited at the Sequence Read Archive (SRA; http://www.ncbi.nlm.nih.gov/sra).

### Sequence alignment and analyses

Illumina short reads from QM9978 were mapped onto the *T. reesei* genome (http://genome.jgi-psf.org/Trire2/), using the Maq 0.6.6 software solution [75]. Mapping was done with two maximum mismatches. InDels and SNVs were identified using Maq 0.6.6. Homozygous mutations were selected and filtered on genomic context (complexity  =  1, uniqueness  > 15.8, GC percentage between 0.31 and 0.74). Each mutation was manually checked using the Integrative Genome Viewer and compared to the sequence of the Rut lineage to remove the false mutations coming from initial QM6a error sequencing. Large structural variations were searched using the BreakDancer software and filtered on the reads number covering the genomic variations [76].

We evaluated the location of SNVs and deletions according to gene annotations using the “filtered models” from the JGI website. From this annotation, we calculated the position of intron, promoter (using an 800 bp upstream region), and terminator (using a 200-bp downstream region).

Functions of genes were predicted by similarity to orthologous genes when found in other fungal taxa using the FUNGIpath database (http://embg.igmors.u-psud.fr/fungipath/). If no orthologous gene function could be identified but a gene with a homology e-value superior to e-10 was identified, the product of this gene was annotated as “similar to.” Conserved domains were identified either by interproscan (http://www.ebi.ac.uk/interpro/search/sequence-search) or by NCBI BLASTp search (https://blast.ncbi.nlm.nih.gov/Blast.cgi).

To validate the translocation between chromosomes V and VII, we amplified the region around genes encoded by the protein IDs 80028 and 54675 by PCR using oligonucleotides up and downstream of the coding region (Primer 54675_MutaC_F + 54675_MutaC_R and 80028_MutaC_F + 80028_MutaC_R Fig. 3b; Additional file 3: Table S2). PCR amplicons were sequenced with adequate primers using Sanger cycle sequencing/capillary electrophoresis (Microsynth AG, Austria).

## Additional files

**Additional file 1: Figure S1.** Growth analysis of *vib1* mutant strains on AZCL-HE-Cellulose. The images correspond to Fig. 4 showing the enzyme production by the strains on AZCL-HE-Cellulose supplemented with 10 g/L lactose or glucose. Comparison of colony size to cellulose degradation shows that strains QM9978 and QM9414 *-vib1* impaired in cellulase production are still able to grow on lactose. Pictures were taken after 4 days of incubation. For each strain two biological replicates (individual clones) were assayed and one is shown representatively.

**Additional file 2: Table S1.** Strains used throughout the study.

**Additional file 3: Table S2.** Oligonucleotides used in this study.

**Additional file 4: Table S3.** Oligonucleotides used for quantitative real-time qPCR analysis.

## Abbreviations

ATCC: American type culture collection
BLAST: basic local alignment search tool
CBH1: cellobiohydrolase 1
CBH2: cellobiohydrolase 2
CRE: carbon catabolite repressor protein
DE: differentially expressed
GH: glycoside hydrolase
HPH: hygromycin B phosphotransferase
Indels: insertions and deletions
JGI: Joint Genome Institute
PDA: potato dextrose agar
QM: Quartermaster (strain collection)
RUT: Rutgers (mutagenesis program)
SNP: short nucleotide polymorphism
SNV: short nucleotide variants
Trire: *Trichoderma reesei*
US: United States
XYR1: xylanase regulator 1
HPH: hygromycin B phosphotransferase

# Supplementary material for: Genome sequencing and transcriptome analysis of Trichoderma reesei QM9978 strain reveals a distal chromosome translocation to be responsible for loss of vib1 expression and loss of cellulase induction
**Source:** Biotechnol Biofuels. 2017 Sep 7;10:209. doi: 10.1186/s13068-017-0897-7
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Strains used throughout the study.

**Table S1.** Strains used throughout the study.

| **Strain** | **Genotype** | **Reference** |
| --- | --- | --- |
| QM6a  QM9414 | - | Mandels *et al.,* 1971 [[48](#_ENREF_48)]  Mandels *et al.,* 1971 [[48](#_ENREF_48)] |
| QM9414 *Δvib1* | *Δvib1::hph* | this study |
| QM9414 *vib1OE* | P*gpd::vib1::*T*gpd::hph* | this study |
| QM9978 | - | Torigoi *et al.,* 1996 [[7](#_ENREF_7)] |
| QM9978 *Δvib1* | *Δvib1::hph* | this study |
| QM9978 *vib1OE* | P*gpd::vib1::*T*gpd::hph* | this study |
| QM9978 *vib1np* | P*vib1::vib1::*T*vib1::hph* | this study |
| Rut-C30 | - | Eveleigh & Montenecourt 1977 [[6](#_ENREF_6)] |
| Rut-C30 *Δvib1* | *Δvib1::hph* | this study |
| Rut-C30 *vib1OE* | P*gpd::vib1::*T*gpd::hph* | this study |

# Supplementary material for: Genome sequencing and transcriptome analysis of Trichoderma reesei QM9978 strain reveals a distal chromosome translocation to be responsible for loss of vib1 expression and loss of cellulase induction
**Source:** Biotechnol Biofuels. 2017 Sep 7;10:209. doi: 10.1186/s13068-017-0897-7
**Supplement:** Supplementary file 3 — Additional file 3: Table S2. Oligonucleotides used in this study.

**Table S2.** Oligonucleotides used in this study.

| **Name** | **Sequence (5’ – 3’)** | **Usage** |
| --- | --- | --- |
| VIB1_F | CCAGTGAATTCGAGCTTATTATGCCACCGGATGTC | *vib1* gene |
| VIB1_R | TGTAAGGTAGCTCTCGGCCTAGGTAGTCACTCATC | deletion |
| hphF | GGATCCGAGAGCTACCTTAC | constructs |
| hphR | CTCGAGGGTACTATGGCTTA |  |
| deltaVIB1_5F | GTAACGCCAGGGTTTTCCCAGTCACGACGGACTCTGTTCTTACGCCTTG |  |
| deltaVIB1_5R | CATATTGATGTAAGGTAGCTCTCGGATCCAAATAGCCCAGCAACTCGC |  |
| deltaVIB1_3F | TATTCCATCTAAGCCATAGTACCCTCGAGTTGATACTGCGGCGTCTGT |  |
| deltaVIB1_3R | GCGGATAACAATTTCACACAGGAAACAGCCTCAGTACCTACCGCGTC |  |
| Vib1chr | GGATACCAACGTGTGAACCT |  |
| VIB1_rev_ch | GGCGTAGAATCGTCAACTG |  |
| deltaVIB1_ch | CATACACGCACACATCCTC |  |
| deltaVIB1_9978FW | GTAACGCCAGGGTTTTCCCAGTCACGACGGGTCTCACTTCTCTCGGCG |  |
| deltaVIB1_9978RV | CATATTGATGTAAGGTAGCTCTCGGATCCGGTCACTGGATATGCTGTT |  |
| promGPD For | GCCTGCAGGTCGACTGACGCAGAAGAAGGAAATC |  |
| PromGPD rev | TCGGTCATTTTGTATCTGCGAATTGAGC |  |
| VIB1 for | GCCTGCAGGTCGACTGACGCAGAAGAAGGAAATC | *vib1* |
| VIB1 rev | TCGGTCATTTTGTATCTGCGAATTGAGC | overexpression |
| termGPD for | CAGATACAAAATGACCGACCTCAGAGGAG |  |
| termGPD rev | CACAGCACTTAATTACCATGCCAGGAGTAG |  |
| hph for | TGGTAATTAAGTGCTGTGTTCCTCAGAATG |  |
| hph rev | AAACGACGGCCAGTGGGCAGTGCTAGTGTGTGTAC |  |
| K7 VIB1 for | GACGCAGAAGAAGGAAATCGC |  |
| K7 VIB1 rev | GGTACACACACTAGCACTGCC |  |
| TR46-verif 5'vib1 for | GTCAGAAACGACCAAGCTAAG | verification of |
| TR47-verif 5'vib1 rev | TGATCCACGATGGTGTGC | construct |
| TR48-verif 3' vib1 for | CCGAGTACCGATACGGATCG | insertion |
| TR49-verif 3'vib1 rev | GACGCCTGAGAGGTCCTA |  |
| TR50verif hph vib1 for | CCTTCTTAGAGAGCTCTCGG |  |
| TR51-verif hph vib1 rev | CGGGTTTACCTCTTCCAGAT |  |
| 80028_MutaC_F | TTGGAGCTGGAGTCGATGATTG | verification of |
| 80028_MutaC_R | GGAAGATGAACGTGATTGGTCG | translocation |
| 54675_MutaC_F | CGCCTCTTTGCCTTCTTGACTG |  |
| 54675_MutaC_R | GGCGCAGTGAACTTGTGGTG |  |

# Supplementary material for: Genome sequencing and transcriptome analysis of Trichoderma reesei QM9978 strain reveals a distal chromosome translocation to be responsible for loss of vib1 expression and loss of cellulase induction
**Source:** Biotechnol Biofuels. 2017 Sep 7;10:209. doi: 10.1186/s13068-017-0897-7
**Supplement:** Supplementary file 4 — Additional file 4: Table S3. Oligonucleotides used for quantitative real-time qPCR analysis.

**Table S3.** Oligonucleotides used for quantitative real-time qPCR analysis.

| **Gene ID** | **Oligonucleotide** | **Sequence (5’ - 3’)** | **Amplification**  **Efficiency [%]** | **R^2^ value** |
| --- | --- | --- | --- | --- |
| 123902/*tef1* | tef1 qPCR fw | CCACATTGCCTGCAAGTTCGC | 91 | 0.998 |
|  | tef1 qPCR rv | GTCGGTGAAAGCCTCAACGCAC |  |  |
| 61470/*sar1* | sar1fw | TGGATCGTCAACTGGTTCTACGA | 95 | 0.998 |
|  | sar1rev | GCATGTGTAGCAACGTGGTCTTT |  |  |
| 123989/*cbh1* | cbh1 qPCR fw | CCGAGCTTGGTAGTTACTCTG | 101 | 0.999 |
|  | cbh1 qPCR rv | GGTAGCCTTCTTGAACTGAGT |  |  |
| 122208/*xyr1* | qPCR_xyr1_for | CCATCAACCTTCTAGACGAC | 105 | 0.997 |
|  | qPCR_xyr1_rev | AACCCTGCAGGAGATAGAC |  |  |
| 120117/*cre1* | cre1 qPCR fw | ACAGTCTGCCGTGGATTT | 98 | 0.998 |
|  | cre1 qPCR rv | TCTCGGTCGACTGTGTTC |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

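Gene expression was measured by RNA-seq in 12 samples of T. reesei, from 2 strains (QM6a and QM9978), 3 time points (0 h, before the lactose pulse, and 24 h and 48 h after it) and 2 cultures per strain and time point. The authors made the libraries without strand information and sequenced 50-bp paired-end reads. As the methods state, they used the first read of each pair, trimmed poly-N tails, removed short reads and reads of low mean quality, aligned the rest with Bowtie to version 2 of the T. reesei genome, removed reads that matched more than once, and counted overlaps with the exons of the version 2 annotation. Removing reads that match more than once lowers the counts of genes with near-identical copies, and which genes these are could not be checked, since no genome was at hand.

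The authors deposited, for each sample and each of 9129 genes, the raw count, which was the value tested. They also deposited a fraction, which is the gene's count divided by a total close to the number of reads counted in the sample, and which was not tested, since it carries the same information as the count. The number of exon bases that no read covered, which the authors deposited in the same files, was used to describe how the reads were spread over single genes. Total counts per sample lay between 13534046 and 32349212, with a median of 24659903, and 81 genes had no count in any sample. At these totals, a gene with 10 counts in a sample is measured with wide sampling error, and ratios of such genes are uncertain.

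Samples were assigned to time points by the code in the sample's name. For 4 QM6a samples this differed from the growth condition in the description, as set out beside the results. Grouping by growth condition and using only the samples for which both descriptions gave the same time were alternatives set before the count files were opened, as were the thresholds, the designs and the rule for the genes named. That rule covered every gene whose ID the paper prints, together with the 5 genes with the lowest and the 5 with the highest mean log2 ratio among those DE at all time points in the same direction. The gene set also included ID73516, which was flagged because of its place near a break.

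Counts were normalized with median-of-ratios size factors, as DESeq does, and tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, filterByExpr with a minimum count of 10, Benjamini-Hochberg adjustment within each comparison). One model held the 6 groups, so that all groups shared the estimate of the spread. Log2 ratios used edgeR's prior count of 0.125. Standard errors were taken as the absolute log2 ratio divided by the square root of the test's F statistic and are approximate. The version of DESeq that the authors used was not at hand. A second fit compared the 6 QM9978 with the 6 QM6a samples on 8327 genes, without regard to time. Single genes were also compared between the 6 samples of each strain by an exact permutation test on log2 of normalized counts plus 0.5. The script was tested on simulated data with 200 changed genes, of which 199 to 200 were recovered at each time point with 0 false calls. The simulated changes lay well past the log2 threshold, left out genes with few counts and used independent samples. The result therefore does not cover genes near the threshold, genes with few counts or repeated samples of a culture.

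The alternatives were TMM normalization, DESeq2 1.42.0, no filter on low counts, a replicate block for the culture letter, fits restricted to the 2 groups of a comparison, a log2 threshold of 1, an adjusted p threshold of 0.05, leaving out each sample in turn, the time point as a covariate in the comparison of all samples, and the groupings by the other time descriptions. Neighbouring genes were compared with 10000 shuffles of DE status within scaffolds. Tables and figures were made with the Python packages numpy, pandas, scipy and matplotlib.

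The count of glycoside hydrolases among the genes DE at all time points, which had been planned, could not be made, because the files give gene IDs without functions. For the same reason, cbh2, xyn2, agl1, crt1 and bglR, whose IDs the paper does not print, were not analyzed. The genome sequencing, the quantitative PCR, the plate assays and the protein measurements were not in the files analyzed here.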

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

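The change after the lactose pulse differed between the strains (interaction term in edgeR's model, thresholds as for DE genes) for 18 genes at 24 h and for 61 genes at 48 h. These numbers were unstable. They were 140 and 243 with DESeq2, and 0 and 0 when the QM6a samples were grouped by growth condition. A difference in depth between the samples was tested by thinning all samples to the lowest total. At least 72.2% of the genes remained, so depth did not account for most of them. A difference present before lactose, rather than a response to it, was tested by counting genes that were DE between the strains at 0 h and not at the later time point, and the share was at least 37.7% (38.9% at 24 h). Under the prediction written beforehand, over 50% would have been needed for this to be the main source. The biological explanation is that loss of a regulator in QM9978 changes how genes respond to lactose. It may apply to the genes that were DE only after the pulse (7 of 18 at 24 h and 23 of 61 at 48 h). Equally many were DE only at 0 h, again 7 of 18 and 23 of 61, so these shares favour neither explanation. The biological explanation remains a hypothesis. The 0 genes under the growth conditions do not bear on which description is right, because that grouping also raises the spread that all groups share.

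Of the genes named, 3 were among them. For ID51893, the change from 0 h was larger in QM9978 than in QM6a by a log2 difference of 4.26 at 24 h (adjusted p = 0.00055 from edgeR's quasi-likelihood test) and 4.87 at 48 h (adjusted p = 0.00013). Both QM9978 cultures were low at 0 h, with 249.2 and 215.6 normalized counts, and rose after lactose. For ID122376, the change from 0 h to 48 h was smaller in QM9978 by a log2 difference of -3.37 (adjusted p = 0.00066). This gene rose in QM6a, whereas in QM9978 it was already high at 0 h, with 5004.3 and 7250.5 normalized counts. For ID64937, the change to 48 h was larger in QM9978 by 3.98 (adjusted p = 0.00028). In QM6a it stayed between 21.1 and 42.2 normalized counts. Library depth was tested only for the whole set, where at least 72.2% of the genes remained after thinning. ID51893 and ID122376 were DE between the strains at 0 h and not at 24 h or 48 h by the thresholds, as were at least 37.7% of the set. ID51893 nevertheless stayed lower in both QM9978 cultures than in both QM6a cultures at 24 h and 48 h, with log2 ratios of -1.30 (adjusted p = 0.011 from edgeR) and -0.70 (adjusted p = 0.12). Whether these differences follow from the strain or from the state of the cultures at 0 h may not be told apart with 2 cultures per group.

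ID73516, 24044 bp from the break on scaffold 1, was lower in QM9978 at all time points, with a log2 ratio of -4.28 at 24 h (adjusted p = 3.6e-06 from edgeR). It was flagged because it lies within 50 kb of a break, is not among the genes the paper discusses, and passed the thresholds at every time point. The gene had 118440.1 and 176411.2 normalized counts in QM6a at 0 h. All 6 QM9978 samples lay below all 6 QM6a samples (exact permutation test, p = 0.0022, treating samples of a culture as independent). That the rearrangement changes expression beyond the nearest genes is a candidate explanation. It was tested, after the gene had been seen, on the 48 tested genes of both windows without vib1 and ID80028. Of these, 4 (8.3%) were DE in at least 1 time point, against a mean of 5.9% in 10000 random pairs of windows, and a share of 0.2587 of the random pairs held as large a share of DE genes. By this test of DE calls, the windows gave no sign of a wider effect. It cannot exclude an effect on few genes or one short of the thresholds. Near ID73516, ID53777 (log2 ratio -2.03), ID73513 (-1.17) and ID42193 (-0.64) were also lower at 24 h (largest adjusted p = 0.019 from edgeR). ID41800 (0.12) and ID37262 (-0.18) were not (adjusted p = 0.72 and 0.57). ID73516 may be part of such an effect, or be DE as many genes elsewhere in the genome are.

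No sample was flagged as far from the others. Only the total counts were tested in this way, within each strain (6 samples each), because the groups of 2 cultures are too small.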

How the results depend on the processing

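Several results did not change under any alternative. The log2 ratio of vib1 stayed past the thresholds at 24 h and 48 h in all 10 and 11 alternatives, and that of ID80028 stayed negative and short of the thresholds at each time point. With each sample left out in turn, vib1 lay between -8.1794 and -7.0535 over the 3 time points.

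Grouping the QM6a samples by growth condition changed more of these results than any other alternative, although fits restricted to 2 groups moved some of them further. The growth conditions gave 30, 38 and 54 DE genes at 0 h, 24 h and 48 h (22, 26 and 38 down-regulated, 8, 12 and 16 up-regulated), 69 in at least 1 time point and 19 at all of them, with 1 mutated gene at all time points. Lactose-responsive genes numbered 0 at both time points in QM6a and 0 at 24 h and 2 at 48 h in QM9978, and 0 and 0 genes responded differently between the strains at 24 h and 48 h. The QM9978 samples keep their groups under this alternative, so the drop from 242 and 399 lactose-responsive genes in QM9978 may be put down to the larger spread that all groups then share. The small log2 ratio of ID37262 at 24 h changed sign to 0.1341, that of ID108418 at 24 h to 0.0375, that of cbh1 at 0 h to -1.1552 and that of xyr1 at 0 h to 0.1714, none past the thresholds. Using only the samples with matching descriptions left 1 QM6a sample at 0 h and 1 at 48 h, and gave 44 up-regulated genes at 0 h and 68 lactose-responsive genes in QM6a at 48 h. At 24 h it gave no value for QM6a or for the comparisons of the strains. It also gave none for genes DE in at least 1 time point or at all of them, or for the comparison over all samples.

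DESeq2 gave 143 up-regulated genes at 0 h, 273 lactose-responsive genes in QM6a at 24 h, 140 and 243 genes that responded differently between the strains at 24 h and 48 h, and 324 DE genes over all samples against 163. Its test does not carry the uncertainty of each gene's spread into the p-value, which could raise such numbers with 2 cultures per group. TMM normalization left 1 mutated gene DE at all time points, because ID68803 at 0 h sits at the threshold. Fits restricted to the 2 groups of a comparison, with 4 samples each, gave 0 DE genes at 0 h (0 down-regulated, 0 up-regulated), 0 at all time points, 2 mutated genes in at least 1 time point and 0 at all of them, and a log2 ratio of vib1 at 0 h of -7.3701 that fell short of the threshold (adjusted p = 0.001488). At 24 h and 48 h the same kind of fit gave 335 and 318 DE genes, against 316 and 278 in the main fit. The loss was thus limited to 0 h, and its cause was not tested. Time as a covariate in the comparison over all samples gave 295 genes, since it takes the change over time out of the spread. The replicate block changed no count by more than 1.5 times (547 DE genes in at least 1 time point and 134 over all samples).

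A log2 threshold of 1 gave 446 DE genes at 0 h (282 down-regulated, 164 up-regulated), 173 and 165 up-regulated genes at 24 h and 48 h, 771 in at least 1 time point, 140 at all of them and 265 over all samples. Lactose-responsive genes then numbered 266 and 427 in QM6a and 387 and 688 in QM9978. An adjusted p threshold of 0.05 gave 462, 488 and 499 DE genes at the 3 time points. Of these, 202, 177 and 174 were up-regulated, and 311 and 325 were down-regulated at 24 h and 48 h. It gave 856 in at least 1 time point, 163 at all of them and 346 over all samples, 334 and 466 lactose-responsive genes in QM6a, 412 and 612 in QM9978, and 177 and 342 genes that responded differently between the strains.

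Across the fits that each left out one replicate, DE genes ranged from 177 to 304 at 0 h, from 138 to 207 at 24 h and from 117 to 228 at 48 h. Down-regulated genes ranged from 72 to 158 at 24 h and from 63 to 152 at 48 h, and up-regulated genes from 39 to 147, from 49 to 71 and from 45 to 76. Genes DE at all time points ranged from 51 to 106, and mutated genes among them from 1 to 2. Lactose-responsive genes ranged from 73 to 162 at 24 h and from 153 to 254 at 48 h in QM6a, and from 103 to 311 and from 179 to 498 in QM9978. Genes that responded differently between the strains ranged from 1 to 44 at 24 h and from 19 to 117 at 48 h. The log2 ratio of ID65583 at 48 h ranged from -0.0411 to 0.1774, that of ID37262 at 24 h from -0.3508 to 0.0033, that of ID122376 at 48 h from -0.2864 to 0.4309, that of cbh1 at 0 h from -0.0583 to 0.3867 and that of xyr1 at 0 h from -0.894 to 0.0662. All of these ranges include both signs. For xyr1, the lower end of -0.894 came from the fit without culture B of QM9978 at 0 h. Apart from fits that left out a sample, 36 of the other values for single named genes fell back behind the thresholds and 3 passed them, and the number of mutated DE genes named in the text fell to 2 in fits restricted to 2 groups.

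Depth limits the genes with few counts. ID65583, ID108418, cbh1 and clr2 had at most 162 counts in any sample. The count of glycoside hydrolases among the genes DE at all time points was planned and could not be made, because the files give no gene functions.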

Differences from the paper's values

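The paper reports 785 genes DE in at least 1 time point, and 513 were found here. The alternatives compared here are those set before the files arrived that kept every sample. Among them, the number came within 1.5 times the paper's with DESeq2 (700), no filter on low counts (537) and the replicate block (547). It also did with a log2 threshold of 1 (771) and an adjusted p threshold of 0.05 (856). It did not with TMM normalization (515), the grouping by growth condition (69) or fits restricted to 2 groups (434).

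For genes DE at all time points, the paper's number is 153 and the one found here 92. Among the same alternatives, DESeq2 (136) and the replicate block (103) came within 1.5 times the paper's number. So did a log2 threshold of 1 (140) and an adjusted p threshold of 0.05 (163). TMM normalization (92), no filter on low counts (98), the grouping by growth condition (19) and fits restricted to 2 groups (0) did not come within it. No setting gave exactly the paper's number for either count.

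In units of 1000000 reads, the paper gives 52 ± 10 per sample, where the kind of error is not stated, and the counts on genes were 25.25 ± 5.12 (SD, n = 12). The paper's value is for reads that passed the quality filter and the value here is for counts on genes, and no alternative applied to it.

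The paper names ID108418 as a DE gene with a mutation. In the files it did not pass the thresholds at any time point under the main setting, with a log2 ratio of 1.46 at 0 h (adjusted p = 0.045 from edgeR's quasi-likelihood test). Table 1 lists ID108419 instead, whose log2 ratio at 0 h was 2.03 (adjusted p = 0.001011), and which passed with DESeq2 (adjusted p = 1.402e-07) and without the filter on low counts (adjusted p = 0.0008438).

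The paper states that the number of down-regulated genes rises slightly over the time course. Here it was 182 at 0 h, 204 at 24 h and 176 at 48 h, and with DESeq2 230, 267 and 257. The paper counts ID80028 among the genes with altered expression. Here it was lower in QM9978 at each time point, but its log2 ratio of -1.28 at 24 h did not reach the threshold used for DE genes. The paper describes xyr1 as reduced in QM9978, by quantitative PCR in other cultures. Here the log2 ratio of xyr1 against QM6a was 1.32 at 24 h and 1.05 at 48 h, also short of that threshold.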

Other observations

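The split of the 12 samples into the 2 strains was compared with other splits into 6 and 6. Of 100 splits drawn from the 462 possible, 1 gave as many DE genes as the split by strain, which was the real one with 163 genes, and the largest number in any other split was 0. All other splits mix the strains within the groups, so strain differences add to the spread and few genes could pass. The comparison therefore says little about how firm the 163 genes are.

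The 2 descriptions of the time point conflicted for 4 QM6a samples. That the growth conditions are right and the sample codes wrong was tested, after the conflict was known, by ranking the 15 ways of pairing the 6 QM6a samples by the mean correlation of log2 CPM within pairs. The pairs by growth condition ranked 10, with a mean r of 0.9622, and the pairs by sample code ranked 1, with a mean r of 0.9893. The counts therefore gave no sign that the growth conditions name replicates. The test does not show which pair belongs to which time point, and the assignment rests on the codes.

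Among the genes DE at all time points in the same direction, ID72567 had the highest mean log2 ratio. Its log2 ratios were 8.24 at 0 h, 6.95 at 24 h and 6.77 at 48 h (largest adjusted p = 1.6e-07 from edgeR). It was higher in 6 of 6 QM9978 samples. Between 3737 and 5671 reads were counted on it in QM9978 and between 17 and 68 in QM6a. These reads covered only between 21.1% and 36.2% of its exon bases in QM9978, whereas the few reads in QM6a covered between 36.2% and 79.1%. Reads confined to a part of the gene are a candidate explanation of the increase. The test, written after the coverage was seen, compared the covered bases with those expected for reads spread evenly. The median ratio was 0.29 in QM9978 and 0.93 in QM6a, against 1.0 for the typical gene in either strain. Of 484 DE genes that could be compared, this was the 1 gene with a ratio under 0.5 in one strain only. The increase may therefore stem from a short stretch that is transcribed or inserted elsewhere in QM9978, or from a partial transcript, rather than from the whole gene. The files do not give the position of the reads, and no biological explanation was tested.

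A few reads were counted on vib1 in every QM9978 sample, 9 to 26 per sample. Reads shared with a similar gene would pile up on a short stretch. The covered bases were 0.87 of those expected for evenly spread reads (median of 6 samples, a prediction written after the coverage had been seen), so pile-up was not seen. Background reads that every gene receives would place vib1 among the genes with the fewest counts per kb, and a median of 9.5% of genes had fewer. The residual counts are thus consistent with such a background, and could equally be low transcription, which was not tested.

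Down-regulated genes outnumbered up-regulated genes at each time point, as the paper also states. Normalization was tested by scaling to tef1 and sar1, where the lowest ratio of down- to up-regulated genes was 2.615. Under the main scaling, the log2 ratios at 0 h, 24 h and 48 h were -0.02, 0.19 and -0.02 for tef1. For sar1 they were 0.09, 0.17 and 0.38. Scaling to these genes therefore tended to lower the other genes in QM9978, so a raised ratio does not rule normalization out. With all samples thinned to the same depth the lowest ratio was 1.74. Gene length bias was tested by Spearman's rho of gene length and the log2 ratio at 48 h across genes, which are not independent, and was -0.121. Neither the scaling nor the thinning removed the excess. The correlation with gene length cannot show whether length accounts for it, because no genes were counted with length adjusted. With each culture left out in turn, lower genes outnumbered higher ones in all 4 fits at each time point, but by a margin that varied. At 0 h, 200 were lower and 43 higher without culture B of QM6a, and at 24 h and 48 h, 158 and 49 and 152 and 76 without culture A of QM6a. Without culture A of QM9978, 157 genes were lower and 147 higher at 0 h, and 72 were lower and 71 higher at 24 h. Without culture B of QM9978 at 48 h, 63 were lower and 54 higher. In the comparison of the 6 samples of each strain over all time points, 118 genes were lower and 45 higher. The direction of the excess was therefore the same in all of these fits, whereas its size depended on single cultures.

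Genes next to each other on a scaffold were both DE in at least 1 time point more often than in shuffles of DE status within scaffolds. The genes of a pair could be DE at different time points or in opposite directions. There were 91 such pairs against a mean of 35.4 in 10000 shuffles (permutation p = 0.0001, the smallest they can give). Reads shared between overlapping or adjacent genes would be limited to close neighbours. For neighbours at least 1000 bp apart there were 52 pairs against a mean of 19.1, or 2.72 times as many, and the permutation p was 0.0001 as well, so the excess was not limited to close neighbours. A shared regulator or chromatin state of co-located genes is a candidate explanation, as are tandem copies of genes, which could not be tested without a genome. The longest run held 5 neighbouring DE genes and spanned 10.3 kb of scaffold 1 from 2699413 to 2709674. Of these genes, 4 were only lower and 1 was only higher in QM9978.

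A candidate explanation of the strain differences at 0 h, before lactose, is that QM9978 and QM6a were harvested at different stages of the culture. If so, the log2 ratio at 0 h might follow the change of QM6a from 24 h to 48 h across genes. Spearman's rho was 0.005, across genes that are not independent replicates. This does not bear on a stage that resembles the change of QM6a after 0 h, as seen for ID122376. That QM9978 at 0 h was at a stage that QM6a reached by 24 h was therefore tested as well, with a prediction written after that gene had been seen. The log2 ratio at 0 h was compared with the change of QM6a from 0 h to 24 h, with each QM6a culture used on one side only. Spearman's rho was 0.141 with culture A in the ratio and 0.185 with culture B, under the 0.3 set as the limit. A weak relation of this kind remains, and single genes such as ID122376 may follow it.

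The files also hold values for genes that the paper measured by quantitative PCR in other cultures. cbh1 (ID123989) had few counts, with normalized counts of 86.5 ± 15.4 (SD, n = 2) in QM6a and 18.0 ± 2.5 (SD, n = 2) in QM9978 at 24 h and 141.3 ± 29.7 and 22.8 ± 12.2 (SD, n = 2 each) at 48 h. Its log2 ratio was -2.25 at 24 h (adjusted p = 0.0015 from edgeR's quasi-likelihood test) and -2.73 at 48 h (adjusted p = 0.0005). The result at 48 h was unchanged in 4 of 11 alternatives. With one sample left out, the log2 ratio at 48 h lay between -3.3013 and -2.1612. Under the growth conditions, the log2 ratios of cbh1 were -2.3685 at 24 h (adjusted p = 0.151) and -2.1553 at 48 h (adjusted p = 0.1872). xyr1 (ID122208) was higher in QM9978 after lactose, with normalized counts of 1779.4 ± 319.8 (SD, n = 2) in QM6a and 4435.6 ± 323.1 (SD, n = 2) in QM9978 at 24 h, a log2 ratio of 1.32 (adjusted p = 0.0056), and a log2 ratio of 1.05 at 48 h (adjusted p = 0.017). At 0 h its log2 ratio was -0.34 (adjusted p = 0.39). By quantitative PCR after a shift from glycerol to lactose, the paper describes xyr1 in QM9978 as reduced but not abolished. The values here after lactose point the other way, but they come from other cultures and times and a comparison with QM6a. Under the growth conditions, the log2 ratios of xyr1 were 0.6412 at 24 h (adjusted p = 0.4288) and 0.9992 at 48 h (adjusted p = 0.2312). From 0 h to 48 h, xyr1 fell in QM6a by 1.42 on the log2 scale (adjusted p = 0.0032) and changed by -0.04 in QM9978 (adjusted p = 0.93), and the difference between these changes was 1.39 (adjusted p = 0.045), past 0.05 but not past the paper's threshold. cre1 (ID120117) had log2 ratios of 0.05, -0.33 and -0.67 (adjusted p = 0.89, 0.33 and 0.042). clr2 (ID26163) had between 11 and 44 counts per sample and log2 ratios of 0.10, 1.28 and 1.47 (adjusted p = 0.86, 0.018 and 0.014). The reference genes tef1 and sar1 had log2 ratios between -0.02 and 0.38, with no adjusted p under 0.05.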
